# Alteration of *TAC1* expression in *Prunus* species leads to pleiotropic shoot phenotypes

**DOI:** 10.1038/s41438-018-0034-1

**Published:** 2018-05-01

**Authors:** Courtney A. Hollender, Jessica M. Waite, Amy Tabb, Doug Raines, Srinivasan Chinnithambi, Chris Dardick

## Abstract

*Prunus persica* (peach) trees carrying the “Pillar” or “Broomy” trait (*br*) have vertically oriented branches caused by loss-of-function mutations in a gene called *TILLER ANGLE CONTROL 1* (*TAC1*). *TAC1* encodes a protein in the IGT gene family that includes *LAZY1* and *DEEPER ROOTING 1* (*DRO1*), which regulate lateral branch and root orientations, respectively. Here we found that some of the native *TAC1* alleles in the hexaploid plum species *Prunus domestica*, which has a naturally more upright stature, contained a variable length trinucleotide repeat within the same exon 3 region previously found to be disrupted in pillar peach trees. RNAi silencing of *TAC1* in plum resulted in trees with severely vertical branch orientations similar to those in pillar peaches but with an even narrower profile. In contrast, *PpeTAC1* overexpression in plum led to trees with wider branch angles and more horizontal branch orientations. Pillar peach trees and transgenic plum lines exhibited pleiotropic phenotypes, including differences in trunk and branch diameter, stem growth, and twisting branch phenotypes. Expression profiling of pillar peach trees revealed differential expression of numerous genes associated with biotic and abiotic stress, hormone responses, plastids, reactive oxygen, secondary, and cell wall metabolism. Collectively, the data provide important clues for understanding *TAC1* function and show that alteration of *TAC1* expression may have broad applicability to agricultural and ornamental tree industries.

## Fruit trees: Slimmer trees for denser planting

Peach and plum trees grow tall and slim when the *TAC1* gene is mutated, permitting higher-density planting in orchards. Branches of peach trees with the “pillar” trait grow more “up” than “out”, reducing each tree’s footprint. Chris Dardick at the Appalachian Fruit Research Station in West Virginia and co-workers previously traced the trait to mutation of *TAC1*. However, the effects of *TAC1* mutation on tree shape in other species remains poorly understood. Dardick and co-workers investigated the effects of knocking out *TAC1* in peach and plum trees. In both species, trees were narrower, but fruit yield was unchanged. Both species also showed other effects, including differences in trunk and branch thickness; these effects differed between peach and plum. These data may help in breeding of more upright fruit trees, improving fruit yield per acre.

## Introduction

Given the limited availability of agricultural land and water, increases in crop productivity will require higher-density agricultural production to keep pace with the growing worldwide demand for food. During key stages of the domestication of cereal crops such as rice and maize, considerable gains in productivity were achieved through modifications in plant architecture. This included reduced tillering and breeding for upright tiller and leaf angles, which minimizes competition and increases the efficiency of light capture under crowded conditions^1,2^. There is a growing body of evidence that pillar or columnar shapes have the potential to increase crop productivity in fruit trees as they have for cereal crops. The “Broomy” (*br*) trait in peach was previously bred to produce commercial quality peach and nectarine varieties with a pillar or, in the case of heterozygous individuals, an upright stature^3–5^. The narrower canopy of these trees was shown to improve dry matter partitioning due to more effective light interception when the angle of the sun is less than vertical^6,7^. In addition to branch angle, pleotropic phenotypes have also been described in pillar peach trees, including fewer sylleptic branches, shorter branches, longer internodes, and increased auxin and auxin-to-cytokinin ratios, features possibly associated with increased apical dominance^8^. A similar trait in apple called columnar or *Co* is also being bred for integration into high-density orchard systems^9^. *Co* trees also have narrow branch angles, fewer sylleptic shoots, and higher apical dominance^10^. But unlike pillar peaches, columnar apples produce numerous short spurs and have thickened stems^10^. The *Co* locus has been shown to contain a *Ty3*-type transposable element that is not inserted within a known gene but may act, in part, through altered expression of a neighboring 2-oxoglutarate (2OG)–Fe(II) oxygenase^11,12^. The ultimate utility of pillar or columnar traits to improve productivity in orchards will require a greater understanding of how the underlying genes function and their roles in overall plant development.

To date, there is relatively little known about the genes and molecular mechanisms that contribute to changes in tree branch orientation and much of what is known comes from work in monocots. Three genes were previously identified in cereal crops that are associated with upright tiller and/or leaf angle, *TILLER ANGLE CONTROL 1* (*TAC1*) and two zinc finger proteins *LOOSE PLANT ARCHITECTURE* 1 (*LPA1*) and *PROSTRATE GROWTH 1* (*PROG1*)^2,13,14^. *LPA1* and its Arabidopsis ortholog *SHOOT GRAVITROPISM 5* (*SGR5*) regulate shoot gravitropism upstream of amyloplast sedimentation^14,15^. No orthologs of rice *PROG1* have yet been identified in dicots.

We previously showed that pillar traits in peach are caused by mutations within a *TAC1* ortholog^16^. Changes in *TAC1* have since been linked to upright tiller or branch angles in other plant species including Arabidopsis, *Miscanthus sinensis*,* Brassica napus* L. (rapeseed) and *Populus* species (poplar)^17–19^. *TAC1* was found to be expressed to varying degrees in shoot tips, branch nodes, leaf axils, and flower buds in Arabidopsis, peach, and poplar^13,16,19,20^. In field-grown peach trees, *TAC1* expression was seasonal, being highest in early spring and coinciding with lower auxin levels^21^.

In most plant genomes, *TAC1* typically occurs as a single gene and putative TAC1 proteins contain no known domains or motifs nor have any molecular functions been ascribed to date^16^. However, *TAC1* shares distant sequence similarity with other known plant architecture regulators including *LAZY1* and *DEEPER ROOTING 1* (*DRO1*), which together comprise a larger gene family dubbed IGT for a conserved amino acid triplet found within domain II of the protein^16,22,23^. In rice and Arabidopsis, *lazy1* mutants display the opposite phenotype as *tac1*, having wider lateral tillers or branches, while *dro1* mutants have wider lateral root angles^23–28^. In Arabidopsis, DRO family members were recently shown to also play a minor role in contributing to shoot architecture^28,29^. *LAZY1* mutant phenotypes are associated with reduced gravitropic responses. These proteins appear to function downstream of statolith sedimentation but upstream of auxin translocation^24–26,28–30^, though no specific molecular or cellular functions are known at this time. The primary difference between TAC1 and LAZY/DRO proteins is the presence of a C-terminal domain (domain V) containing a putative Ethylene-responsive element binding factor-associated Amphiphilic Repression motif, which is not present in TAC1 proteins^16,23,28^. A role for *TAC1* in regulating gravitropism has not been established; however, based on the phenotypic, phylogenetic, and expression patterns of *TAC1* and *LAZY1*, we hypothesized that *TAC1* may alter shoot growth angle by negatively regulating *LAZY1*^16^.

Here we further characterized *TAC1* in *Prunus* species to better understand both the functional role of this gene and the potential applicability to producing upright fruit trees for high-density orchard systems.

## Materials and methods

### Peach and plum germplasm

The peach population used for structural measurements and expression profiling was derived from a self-pollinated tree heterozygous for the pillar trait (KV991636) in 2002. KV991636 was a seedling from a cross between Kv93065 (a pillar tree) as the female parent and pollen from the peach variety “Weeping White”. Leaf samples from the plum variety “Improved French” were used for Illumina genome sequencing. For plum transformation and associated controls, seedlings derived from open-pollinated “Bluebyrd” or “President” trees were used.

### Plum Illumina sequencing

Genomic DNA was extracted from leaves of “Improved French” plum trees as previously described^16^. Briefly, leaves were pulverized in liquid nitrogen and genomic DNA was extracted using the EZNA^TM^ High Performance (HP) DNA Kit (Omega Bio-Tek Inc., http://www.omegabiotek.com) with the addition of 2% polyvinylpyrrolidone-40 (PVP-40) (w/v) to CPL buffer and 2-mercaptoethanol. Genomic DNA quantity was assessed using the Quant-iT PicoGreen Kit (Invitrogen, Carlsbad, CA).

Two micrograms of purified DNA was provided to David H Murdock Research Institute, Kannapolis, NC for library construction and sequencing. Both a paired-end and a mate-pair library were constructed with average insert sizes of 375 bp and 2950, respectively, and sequenced using an Illumina HiSeq 2000. A total of 194,856,870 100 bp paired-end reads and 158,319,386 mate-pair reads were obtained. Reads were assembled against a 5 kb *TAC1* genomic region (Chr#2: 19,657,195–19,662,152) (peach genome version 1) using the CLC Genomics Workbench (Qiagen, USA) reference assembly tool with 2 modifications to the default settings: length fraction = 0.7, similarity fraction = 0.9^31^. The *TAC1* genic region had an average coverage of ~100 reads per base representing 14× coverage of the hexaploid plum genome. Variant detection was performed using CLC Genomics Workbench Basic Variant Detection tool with the following modifications to the default parameters: Ploidy = 6, minimum coverage = 20, minimum count = 4, minimum frequency = 8.0. Alignments of reads spanning the GAT repetitive element within exon 3 were extracted and manually refined using BioEdit (http://www.mbio.ncsu.edu/BioEdit/bioedit) to correct for errors and identify the six variant alleles.

### Tree measurements

Peach tree branch measurements were taken from 10 standard trees (*TAC/TAC1*) and 10 pillar (*tac1/tac1*) at the end of the 2012 growing season. Fifty measurements in total were used for both 2012 branch growth and diameter, with five branches measured per tree. The 2012 shoot growth (length) measurements taken from June 11 to August 14 were all from the same branches. Trunk diameters and heights were taken from 50 individual standard and pillar trees. All peach trees were from 4-year-old trees in the field that were part of a pillar/upright/standard (1:2:1) segregating population. Trunk and stem diameters were measured 4 cm from the base using calipers. Field-grown RNA interference (RNAi) and overexpression (OE) *TAC1* transgenic plums were measured in the spring of 2017 as follows: trunk and branch diameters were measured using digital calipers, with trunk diameter taken at 4 inches from the base, and branch diameters taken at the base of the branch; branch diameters, lengths, and angles were taken for the first four major branches of each tree; branch angles were measured using a protractor aligned to the main trunk and reported as degrees from vertical. Transgenic plums were compared to untransformed seedlings from their respective standard plum varieties, “Bluebyrd” or “President”. Measurements were taken for three of the RNAi lines (Lines 1, 3, and 6), all three OE lines. Between four and six replicate trees were measured per line and four branches per tree were measured for angles and lengths.

### Tree models

Tree models were acquired using a robotic vision system called Robotic System for Tree Shape Estimation, or RoTSE, which is described in detail in Tabb and Medeiros (2017a)^32^. RoTSE consists of a small truck, robot arm, cameras, generator and other incidentals. The truck was parked near the tree, and a background unit consisting of blue background material was parked on the other side of the tree. The robot arm outfitted with cameras acquired still frame images. These images were processed via algorithms described in Tabb and Medeiros (2017a), Tabb (2013), and Tabb (2014) to generate estimates of the tree’s shape, which was subsequently skeletonized with the method of Tabb and Medeiros (2017b)^32–35^.

### Plasmid construction

To generate the *TAC1*-silencing vector, PpeTAC1-HG, *PpeTAC1*-specific primer sequences Fwd 5′-TGGGTTTGCTGGGAATGTGA-3′ and Rev 5′-CAGCTGGTTTCTGAACAATGGC-3′ were used to PCR amplify a 380-base-pair cDNA fragment from peach genomic DNA. The resulting fragment was cloned into the pENTR-D TOPO (Invitrogen) vector per the manufacturer’s specifications and sequenced for verification. PpeTAC1_300 pENTR-D TOPO was recombined with the RNAi-silencing vector pHellsgate 8 (Commonwealth Scientific and Industrial Research Organisation (CSIRO), Australia) using gateway technology to create PpeTAC1-HG (Invitrogen, Carlsbad, CA). To generate the 35S::TAC1 OE vector, *PpeTAC1* primer sequences Fwd 5′-GAATTCAATTCGCTCACAAAATATGAAG-3′ and Rev 5′-CCTTGTGTGCACTGAATTAAGGATCC-3′ were used to amplify the full-length *PpeTAC1*-coding sequence from peach RNA purified from apical shoots. The resulting fragment was digested and cloned into a modified pBIN-ARS vector (called pBIN-AFRS) using the EcoRI and BamHI restriction sites behind the Cauliflower Mosaic Virus 35S promoter (vector sequence and map provided in Datafile S1).

### Plum transformation

*PpeTAC1-HG* and *35S::PpeTAC1* vectors were transformed into the *Agrobacterium tumefaciens* strain GV3101. Agrobacterium-mediated transformation of plum hypocotyl slices was performed as previously described in Petri et al. (2012). Owing to the limited availability of seeds, the RNAi-silencing construct was transformed into the cultivar “President” and the OE construct was transformed into the cultivar “Bluebyrd”. Four RNAi lines and three OE lines were obtained under Kanamycin selection, propagated via tissue culture, rooted, and transplanted to soil during 2013.

### Plum RNA extraction and real-time quantitative polymerase chain reaction (qPCR)

To confirm silencing or OE of *PpeTAC1* in transgenic plums, qPCR was performed on plum transgenic and control lines. Total RNA was extracted from apical shoots of 1-year-old, greenhouse-grown plants using the SQ Total RNA Extraction Kit (Omega Biotech, Norcross, GA) per the manufacturer’s instructions. qPCR from total RNA was performed using the SYBR Green One-Step qPCR Kit (Invitrogen, Carlsbad, CA) and run in an ABI 7900HT Sequence Detection System. Each reaction was run in triplicate using 50 ng of RNA. Transgene expression was determined from 4 to 5 independent vegetatively propagated biological replicates from each transgenic line and two control plants. Expression for the controls was the average of two biological replicates. Three technical replicates were performed for each biological replicate. Quantification was performed using a standard curve derived from a serially diluted standard RNA run in parallel. A dissociation curve was run to verify that a single desired amplified product was obtained from each reaction. The *PpeTAC1* primers used [For 5′-TTTGCCAAGAAACTCATCCCTCGC and Rev 5′-GCTGCTTCTGGCCATCTGATTTGT] were designed flanking an intron to amplify a 145 bp fragment from both the *PpeTAC1* transgene and all native *PpoTAC1* alleles.

### RNAseq experiments[experimental data is being deposited into NCBI GEO and accession number will be provided]

RNA extraction from the tips of peach tree branches (~4–6 cm in length) was performed as previously described^16,36^. Briefly, frozen tissue was ground in liquid N_2_ using a mortar and pestle and subjected to RNA extraction using the E.Z.N.A. SQ Total RNA Kit (Omega Bio-tek Inc.). RNA was prepared according to the manufacturer’s instructions with the exception that 2% PVP was added to the RCL buffer. For expression profiling studies, ~6–10 cm of each of the three shoot tips (with leaves removed) were cut from four standard and four pillar trees from the KV991636 population (described above). Approximately 4 μg of total RNA for each tree was provided to the Cornell Weill Genomics center (Ithaca, NY) for single-read 50 bp sequencing. Raw reads were trimmed to remove reads <50 bp in length. Remaining reads were aligned to the peach genome version 2 using CLC “RNAseq” function under the following settings: maximum number of hits for a read = 10, count paired reads as two = No, expression value = RPKM, no global alignment, similarity fraction = 0.95, length fraction = 0.8, mismatch cost = 2, insertion cost = 3, deletion cost = 3^37^. The “Differential Gene Expression” function was used to identify differentially expressed genes (DEGs) in a pairwise fashion. Expression means were calculated from the four biological replicates of pillar and standard, respectively. DEGs with a *P*-value ≤0.05 and having a minimum average of 5 reads in both pillar and standard genotypes were used for further analysis. The DEG list was manually categorized based on published data in order to identify coordinated changes within known biological, signaling, and/or metabolic pathways^38^.

## Results

### Pillar peach trees display pleotropic phenotypes

Previous studies found a number of morphological differences between pillar and standard peach growth habits in addition to branch angle including stem diameter, branch length, and internode distance^8^. In these reports, comparisons were performed between different cultivars and could not definitively account for genetic background differences that are not directly associated with the pillar trait. To directly compare between trees of the same genetic background, we measured tree height, trunk diameter, and branch length using sibling trees from a peach population segregating for the pillar trait (Figure 1 and Table 1). Pillar peaches displayed pleotropic phenotypes and had reduced trunk diameter and stem diameters and reduced branch lengths but showed no differences in overall tree height or fruit count (Table 1 and Fig. 1b, c).

**Fig. 1:**
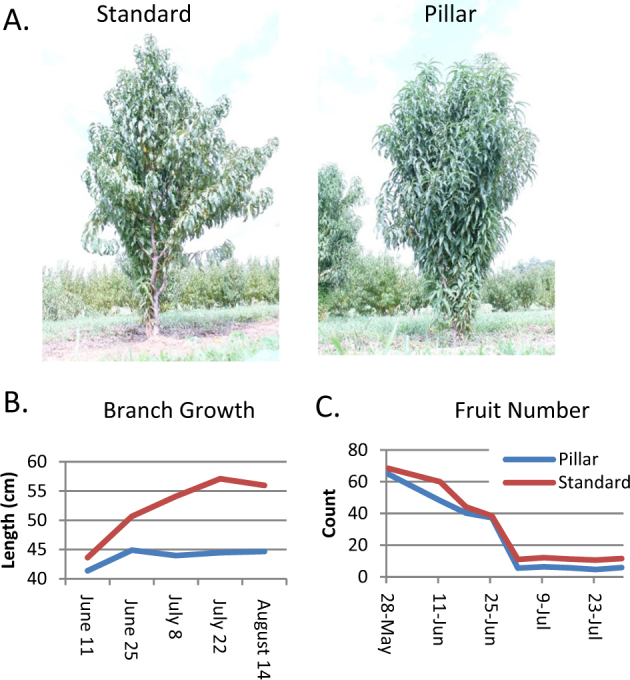
Pillar peach trees exhibit pleiotropic phenotypes. **a** Images of a standard growth habit (“Bounty”) and pillar (“Crimson Rocket”) peach trees. **b** Time course of 2013 branch growth. Note that apparent decreases in branch length throughout the season are due to small (<1 cm) differences in subsequent measurements of branches after they ceased growing. **c** Fruit set in pillar and standard trees. Note that decreases in count occur normally as a consequence of June drop

**Table 1:** Growth measurements taken at the end of the 2012 growing season from 4-year-old standard and pillar trees from a segregating population in the field at the USDA Appalachian Fruit Research Station

	**Standard peach**			**Pillar peach**			***P*** **-value**
	Avg.	SD	SEM	Avg.	SD	SEM	
Branch growth in 2012 (cm)	^a^82.9	30.5	4.31	^a^65.2	35.4	5.01	0.0086
Diameter of 2012 branches (mm)	7.76	2.67	0.38	6.78	2.87	0.41	0.081
Trunk height (m)	2.97	0.323	0.05	2.97	0.303	0.04	0.99
Trunk diameter (cm)	^a^17	2.51	0.35	^a^14.5	2.46	0.35	<0.001

For each genotype, branch measurements are from 50 branches from 10 trees and trunk measurements are from 50 trees

*SD* standard deviation, *SEM* standard error of the mean

^a^Statistically a significant difference based on a *P*-value <0.05

### *TAC1*allelic variation in *Prunus domestica*

To better understand the role of *TAC1* in regulating tree architecture, we evaluated *TAC1* gene function in the closely related species *P. domestica* (plum). Unlike peach, plum can be readily transformed via *Agrobacterium*-mediated strategies^39,40^. However, the use of plum is complicated by the fact that it is a hexaploid species thought to have arisen as an interspecific cross between *Prunus cerasifera* and *Prunus spinosa*^40,41^. It is also important to note that plum trees tend to have a naturally more upright architecture than peach^42,43^. To address this, we first characterized the native TAC1 alleles present in plum. The genome of the commercial plum variety “Improved French” was sequenced to an average haploid coverage of 102× via a combination of Illumina 100 bp paired-end reads and 100 bp mate-pair reads and aligned to a 5 kb fragment spanning the *TAC1* gene from peach genome version 1^31^. Next, single-nucleotide polymorphisms (SNPs) and insertion/deletion (indel) variants of the native *PdoTAC1* alleles were identified relative to the peach *TAC1* sequence. Overall, there was a high degree of sequence identity between peach and plum. A total of 16 variants were identified within coding sequences, 5 of which were tightly clustered (Table S1). Manual inspection of this region revealed that the five clustered SNPs were errantly called due to misalignment caused by the presence of a variable simple sequence repeat (SSR) located within exon 3 that comprised multiple *TAC1* alleles (Fig. 2a). Incidentally, this SSR occurred in the same location (between conserved domains II and III) as the previously identified insertion event in pillar peach (Fig. 2b)^16^. The SSR sequence consists of a repeated Asp codon (GAT_7_). Plum alleles contained repeats ranging from GAT_6_ to GAT_15_ and the longest alleles included two additional 3′ Asp codons (GAC GAT). While the impact of the additional Asp residues on TAC1 protein function is unknown, the results suggest that this region may be unstable in *Prunus* species and could contribute to phenotypic variability.

**Fig. 2:**
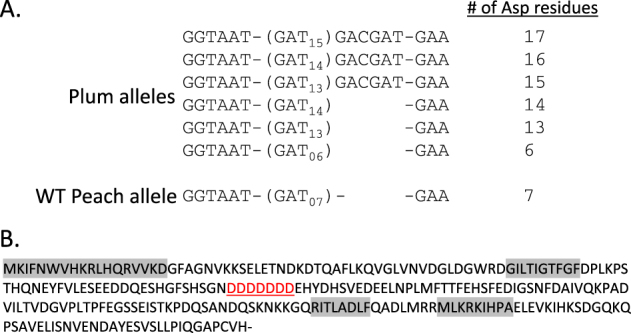
*P. domestica* carries six distinct *TAC1* alleles containing variable length GAT repeats within exon3. **a** List of allelic variants compared to the peach wild-type *TAC1* allele. **b** Amino acid sequence of *PpeTAC1*. Aspartic acid repeat is underlined. Motifs conserved in IGT proteins are highlighted in gray

### TAC1 silenced and OX plums

Given the high level of sequence identity between the *PpeTAC1* and *PdoTAC1* sequences, we used a previously cloned peach *TAC1* cDNA sequence to create silencing (via RNAi) and OE (under the 35S promoter) constructs for transformation into plum. Four putative RNAi transgenic lines and three putative OE lines were obtained. Owing to limited seed for the hypocotyl-based transformation method, the RNAi plums were generated using the plum cultivar President, while the OE lines were generated using seed from the cultivar Bluebyrd. These two varieties differed slightly in their growth habit (Table 2). Thus the RNAi and OE lines were only evaluated with respect to their parental cultivar background.

**Table 2:** Growth measurements from TAC1 RNAi plum trees and President their respective standard plum control

	**Standard President**			**TAC1 RNAi**			***P*** **-value**
	Avg.	SD	SEM	Avg.	SD	SEM	
Branch angle	^a^38	9.5	4.8	^a^17.0	10.8	2.7	<0.01
Branch length (cm)	^a^26	22.2	11.1	^a^50.0	19.1	4.8	<0.01
Branch diameter (mm)	13	4.6	2.3	12.0	3.2	0.8	0.23
Trunk diameter (mm)	^a^34	4.5	2.3	^a^42.0	5.3	1.3	0.01
Tree height (m)	3.11	0.5	0.3	3.4	0.5	0.1	0.3

*SD* standard deviation, *SEM* standard error of the mean

^a^Statistically a significant difference based on a *P*-value <0.05

Using primers designed to detect all *PdoTAC1* alleles, qPCR confirmed that all four RNAi lines showed significantly reduced *TAC1* expression (Fig. 3a). The 3 plum OE lines showed 2–20-fold increases in *TAC1* expression (Fig. 3a). Replicate trees rooted from tissue culture explants for each line were planted to the field under APHIS permit and monitored for phenotypes. During their second year of growth, select trees were photographed in the winter and the resulting images were used to generate three-dimensional reconstructions and skeleton images. Detailed phenotypic measurements were taken from these trees during the third growing season. All four *PpeTAC1* RNAi lines showed a clear pillar growth habit marked by vertically oriented secondary branches and significantly narrower branch angles when compared to untransformed trees of the same cultivar (Figs. 3b, c). In contrast to peach pillar trees, plum RNAi lines had significantly longer lateral branches and thicker trunks (Table 2). The RNAi lines also displayed a waving or twisting of the upper branches, a phenotype that has been occasionally observed in pillar peach (Fig. 3b**)**. When their leaves were present, the *PpeTAC1* OE lines displayed few visibly obvious architectural phenotypes. However, skeletonized images revealed that their overall architecture was different (Fig. 3c). OE lines had, on average, significantly wider branch angles, thicker stems, and were overall larger trees relative to controls (Table 3; Fig. 3b, c; Figure S1).

**Fig. 3:**
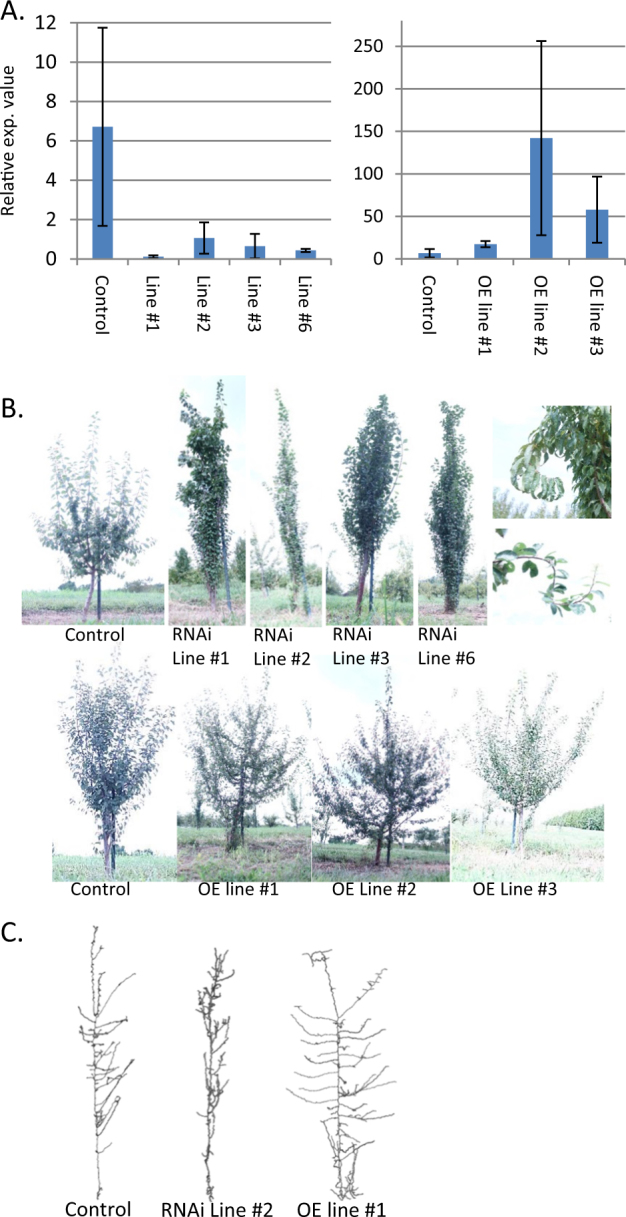
Transgenic plums with altered TAC1 expression display branch angle phenotypes. **a** qPCR results showing relative TAC1 expression in RNAi and overexpression (OE) lines. Bars represent standard deviations of biological replicates. **b** Images of 3-year field-grown RNAi (top) and OE (bottom) lines. Images on right show the occasional twisting branch phenotype observed in pillar peach (upper) and RNAi plum (lower). The control of the RNAi lines is the cultivar President and the cone for the OE lines is Bluebyrd. **c** Skeletonized representations of trees created from 3D reconstructions taken after year 2 in the field

**Table 3:** Measurements from TAC1 OE plum trees and their respective standard plum control Bluebyrd

	**Standard Bluebyrd**			**TAC1 OE**			***P*** **-value**
	Avg.	SD	SEM	Avg.	SD	SEM	
Branch angle	^a^30	11.2	5.6	^a^44.0	13.7	3.5	<0.01
Branch length (cm)	33	19.7	9.9	45.0	28.7	7.4	0.06
Branch diameter (mm)	^a^11	3.9	2.0	^a^15.0	4.0	1.0	0.01
Trunk diameter (mm)	39	26.4	13.2	40.0	5.0	1.3	0.84
Tree height (m)	^a^2.4	0.4	0.2	^a^3.3	0.2	0.0	<0.01

*SD* standard deviation, *SEM* standard error of the mean

^a^Statistically a significant difference based on a *P*-value <0.05

### Expression profiling of pillar trees

Currently, little is known about the mechanism of action for *TAC1* in regulating branch angle. To begin to assess this, we performed an RNAseq expression profiling study using shoot tips from 4 standard and 4 pillar individuals of a segregating peach population (raw data is available for download at the NCBI Gene Expression Omnibus (GEO) accession # GSE112649). 

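The 8 libraries came from pillar trees 4, 7, 8 and 10 and standard trees 7, 8, 9 and 10, with 1 library of single 50-bp reads per tree. The methods give 3 shoot tips per tree, whereas the series labels give 4. The authors trimmed the reads, aligned them to peach genome version 2 with CLC Genomics Workbench and deposited the TPM, a measure scaled to gene length and to the total of each library, of each gene in each tree, together with their own comparison of pillar and standard trees. These TPM values are scaled to the length of the whole gene region, introns included. Within a tree, TPM multiplied by gene length rose in equal steps of 1 read for 100% of the nonzero values under 10000 reads, so the reads on each gene could be recovered. They came to 22220047, 18429259, 21145008 and 22684900 reads in pillar trees 4, 7, 8 and 10 and to 22425431, 21523286, 22253175 and 23994336 reads in standard trees 7, 8, 9 and 10. Pillar trees 4 and 7 were sequenced in lane 8 and the other 6 trees in lane 6, so the lane was partly confounded with the growth habit. According to the sample labels, the data of the standard trees also served an earlier study. The text of the paper and the labels do not say whether both growth habits were harvested and sequenced together, so for a single gene a batch that differs between them cannot be told apart from the growth habit. The growth habits were compared with limma on log2(TPM + 0.5) over the 20055 genes with a mean of at least 0.5 TPM, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low TPM.
TAC1 (Prupe.2G194000), the gene mutated in pillar trees, lies on Pp02 from 23233979 to 23236950. Its level was 0.8021, 0.83, 1.148 and 1.271 TPM in pillar trees 4, 7, 8 and 10 and 23.82, 17.19, 25.85 and 28.15 TPM in standard trees 7, 8, 9 and 10. The group means were 1.01 ± 0.233 TPM in pillar and 23.8 ± 4.72 TPM in standard trees (SD, n = 4 trees each). These values rested on 19 to 36 reads per pillar tree and 449 to 785 reads per standard tree. The log2 fold change was -3.99 (standard error 0.19, adjusted p = 4.31e-05 from limma), and every pillar tree lay below every standard tree (two-sided exact permutation test, p = 0.0286, the smallest that 4 trees against 4 allow). With each tree left out in turn the log2 fold change stayed between -4.14 and -3.91. The setting that scales by library size (RPKM) in place of TPM moved it most, to -3.43. The same 0.5 was added there to RPKM values that are lower than the TPM, which shrinks the change further. With nothing added, the log2 ratio of the group mean RPKM was -4.50. Within lane 6 the log2 fold change on the TPM scale was -3.80.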

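The methods keep differentially expressed genes with an unadjusted p-value of at most 0.05 and a mean of at least 5 reads in each group, and the results add a fold change over 1.5. Applied to the limma comparison, these criteria were met by 447 of the 20055 tested genes, 224 higher and 223 lower in pillar trees. An unadjusted p-value under 0.05 was found for 956 of the tested genes, and chance alone gives 1003. This number was not stable: it was 2913 without pillar tree 4, 566 without standard tree 10 and 3436 within lane 6. After Benjamini-Hochberg adjustment 24 genes had an adjusted p-value under 0.05, 12 higher and 12 lower in pillar trees, and the 4 pillar trees did not overlap the 4 standard trees for any of these 24. Of the 641 genes in Dataset S1, 630 were tested and all 630 changed in the direction the paper reports. The criteria were met by 347 of them, and 17 had an adjusted p-value under 0.05. Adjusted over the list alone, 225 did, which is not independent evidence because the list was chosen on these trees. Pillar and standard trees did not overlap for 159 of the 630 genes, against 2.93% of all tested genes and 2.86% by chance. Among the 445 tested genes that Dataset S1 lists as higher in pillar, pillar tree 4 had the highest value of the 8 trees for 207 (46.5%).
The count depended on single trees and on the lane. Without pillar tree 4 the criteria were met by 732 genes, 197 higher and 535 lower in pillar. Within lane 6, which held pillar trees 8 and 10 and all 4 standard trees, they were met by 1196 genes, 993 of them lower. All 24 genes with an adjusted p-value under 0.05 changed in the same direction by over 1.5-fold within lane 6, and 11 of them kept an adjusted p-value under 0.05. Lane 8 held only pillar trees and gave no value of its own. In the authors' deposited table, 117 of the 24408 genes with a p-value had an FDR p-value under 0.05.
Prupe.2G199900 (Pp02, 23712803 to 23716092) had 0.0513 ± 0.0576 TPM in pillar and 26.1 ± 3.62 TPM in standard trees (SD, n = 4 each), with a log2 fold change of -5.59 (standard error 0.16, adjusted p = 1.6e-06 from limma). Its region overlaps that of another gene, so reads could have been split between them. Prupe.3G296900 (Pp03, 26369333 to 26372217), described as GDAP2 in Dataset S1, had 15.7 ± 6.2 TPM in pillar and 0.370 ± 0.194 TPM in standard trees, with a log2 fold change of 4.18 (standard error 0.28, adjusted p = 0.000297).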

A total of 641 DEGs (*P*-value > 0.05) showing fold changes >1.5 were identified, with more genes being upregulated in pillar (453) than downregulated (188) (Dataset S1). To evaluate potential changes in regulatory and/or metabolic pathways, all DEGs were examined using MapMan^38^. 

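Dataset S1 places 72 genes under biotic and abiotic stress outside the R genes and the pathogenesis-related (PR) genes. In the deposited values 64 of the 72 were higher and 8 were lower in pillar trees, with a median log2 fold change of 0.69. Of these, 5 had an adjusted p-value under 0.05, 41 had an unadjusted p-value under 0.05, and 21 separated all pillar from all standard trees. Adjusted over the list alone, 29 were under 0.05, although the paper chose the list on these trees. The median log2 difference to the standard trees was 0.86, 0.60, 0.91 and 0.44 in pillar trees 4, 7, 8 and 10. Within lane 6, 61 of these genes were higher in pillar. Of the 72 genes 20 lie on Pp02, the chromosome of TAC1, which holds 12.1% of all tested genes. Prupe.2G160800, a gene for an NAD(P)-binding Rossmann-fold protein on Pp02 from 21253884 to 21256148, had 48.7 ± 9.3 TPM in pillar and 8.29 ± 2.05 TPM in standard trees (SD, n = 4 each; log2 fold change 2.49, standard error 0.19, adjusted p = 0.000896 from limma). It starts 1.98 Mb from TAC1, so linkage to TAC1 cannot be told apart from a stress response. Prupe.2G063500, a gene for an alpha/beta-hydrolase, had a larger log2 fold change of 2.72 (standard error 0.84), with an adjusted p-value of 0.833. Standard tree 8 had 25.75 TPM of it and the other 3 standard trees 0.9127 to 1.717 TPM. Without standard tree 8 its log2 fold change was 3.69 with an adjusted p of 0.00251, and the adjusted p ranged up to 1 when other trees were left out.
Of the 11 PR genes 7 were higher and 4 lower in pillar trees, none with an adjusted p-value under 0.05 and 6 with an unadjusted p-value under 0.05. The PR5-like receptor kinase gene Prupe.2G092500 was listed at 0 TPM in standard trees 7, 9 and 10 and had 1.331 TPM in standard tree 8, against 1.6 to 2.302 TPM in the pillar trees.
In the category of reactive oxygen species 23 of 27 genes were higher in pillar trees, with a median log2 fold change of 0.83, and 12 had an unadjusted p-value under 0.05. In the cell wall category 20 of 26 were higher, with a median of 0.77, and 10 had an unadjusted p-value under 0.05. With all 8 trees neither category held a gene with an adjusted p-value under 0.05. With 1 tree left out, the lowest adjusted p-values from limma were 4.3e-05 for Prupe.2G077800 and 7.96e-05 for Prupe.2G101400, both of reactive oxygen species. In the cell wall category they were 0.000692 for Prupe.2G076700 and 0.00991 for Prupe.2G104600. None of these 4 genes stayed under 0.05 with every tree left out in turn. All 4 lie on Pp02, between 11773041 and 16158474, and the log2 fold change of each was highest without standard tree 8. Neighbouring genes are not independent, so these 4 do not count as separate evidence for the categories. Without pillar tree 4 the cell wall median fell to 0.47. Secondary metabolism went the other way, with 13 of 20 genes lower in pillar trees and a median of -0.74, and 17 had an unadjusted p-value under 0.05. Its 1 gene with an adjusted p-value under 0.05 was Prupe.2G200100, an O-methyltransferase gene on Pp02 from 23716843 to 23720040. It starts 0.483 Mb from TAC1 and had 0.238 ± 0.193 TPM in pillar and 11 ± 2.78 TPM in standard trees (log2 fold change -3.96, standard error 0.25, adjusted p = 0.000224 from limma).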

Gene enrichment analysis revealed significant differential expression of genes involved in biotic and abiotic stress responses along with several other categories that are commonly associated with stress/defense pathways, including reactive oxygen, cell wall, and secondary metabolism (Fig. 4, Figure S2). 

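R genes made up 33 of the 116 genes that Dataset S1 lists under biotic and abiotic stress (28.4%), and 30 of the 33 lie on Pp02. R genes form a multigene family in which near-identical copies can share reads, so the value of a single copy is uncertain. Of the 31 tested R genes 9 were higher and 22 lower in pillar trees, with a median log2 fold change of -1.13. None had an adjusted p-value under 0.05 over all tested genes, 20 had an unadjusted p-value under 0.05, and 4 were under 0.05 adjusted over the list alone. Without pillar tree 4, 7, 8 or 10, an unadjusted p-value under 0.05 was found for 12, 7, 7 and 24 R genes in this order. The TIR-NBS-LRR gene Prupe.2G059000 (Pp02, 7341149 to 7347251) had the lowest log2 fold change, at -2.999 (standard error 1.24, adjusted p = 0.902 from limma). It had 17.98, 14.21 and 19 TPM in standard trees 7, 9 and 10 but 0.05592 TPM in standard tree 8, and it had at most 0.02127 TPM in pillar trees 4, 7 and 8 but 4.831 TPM in pillar tree 10. The R gene with the largest log2 fold change was Prupe.2G014100 (Pp02, 1253393 to 1257141), at 2.32 (standard error 0.94, adjusted p = 0.902). It had 7.464 TPM in standard tree 8 and at most 0.3127 TPM in the other 3 standard trees.
The same split of the standard trees held for the R genes on the first 10 Mb of Pp02. There 26 of the R genes lie between 1.25 and 9.82 Mb. For all 26, standard tree 8 was the standard tree nearest to the mean of the pillar trees. Beyond 10 Mb, standard tree 8 also stood apart for the R gene Prupe.2G077700. It had 4.965 TPM, against 0.4747 to 0.7072 TPM in the other standard trees. The remaining R genes were not examined singly for this split. Neighbouring genes are not independent, and the paper chose these genes on the same trees. Pillar and standard trees overlapped for each of the 26, and none had an adjusted p-value under 0.05. Without standard tree 8 they did not overlap for 25 of the 26, where chance gives 5.71% of genes for 4 trees against 3, and 5 had an adjusted p-value under 0.05. As standard tree 8 was the nearest for all 26, this is no further evidence.

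**Figure D1:**
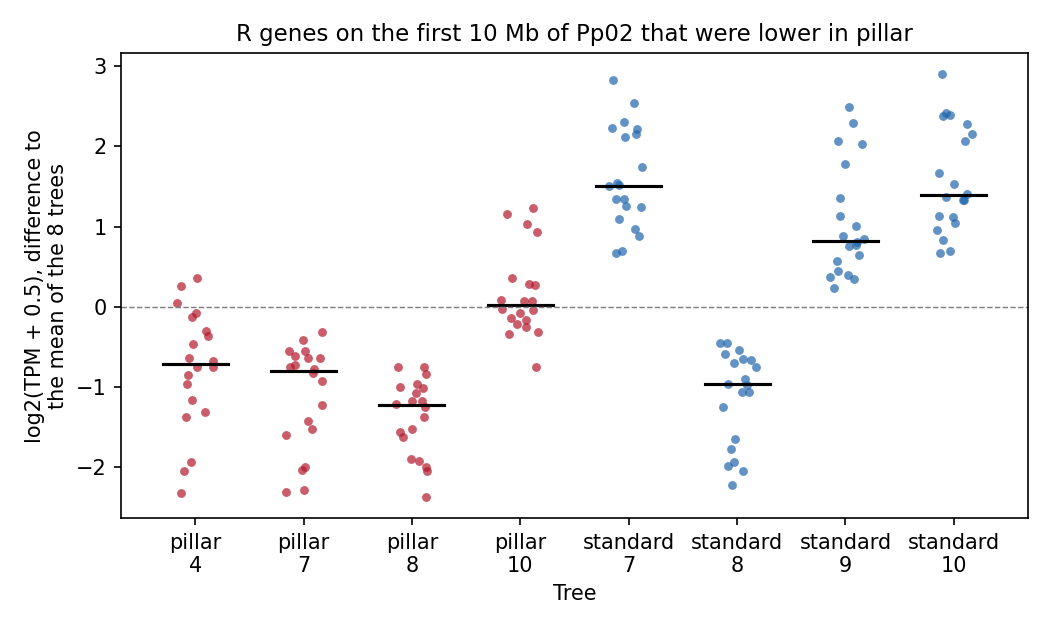
Levels of the 20 R genes on the first 10 Mb of Pp02 that were lower in pillar trees, by tree. The vertical axis gives log2(TPM + 0.5) relative to the mean of the 8 trees for each gene, points are genes, black lines are medians, and pillar trees are red and standard trees blue; standard tree 8 lies with pillar trees 4, 7 and 8, and pillar tree 10 lies between them and the other standard trees.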

Manual categorization of all DEGs revealed that nearly one third of the genes in the biotic stress category^33^ were comprised by NBS-LRR disease resistance genes (R genes) (Fig. 4). Among genes associated with hormone functions, the most were associated with jasmonic acid (JA) signaling including JA metabolism and terpene biosynthesis genes, which were universally upregulated in pillar trees. 

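Dataset S1 lists 19 genes under JA, 9 of them under terpene biosynthesis, and 18 of the 19 passed the minimum TPM. Of the 18 tested genes 17 were higher and 1 was lower in pillar trees, with a median log2 fold change of 0.82. None had an adjusted p-value under 0.05, and 1 had an unadjusted p-value under 0.05, which was the gene that was lower. This gene, Prupe.2G091700 (OPCL1), had 1.93 ± 0.256 TPM in pillar and 4.92 ± 1.67 TPM in standard trees (SD, n = 4 each; log2 fold change -1.11, standard error 0.24, adjusted p = 0.404 from limma).
The higher values were those of 1 pillar tree. Pillar tree 4 had the highest level of all 8 trees for 17 of the 18 genes, and its median log2 difference to the standard trees was 2.87. The same median was 0.28, -0.51 and 0.53 in pillar trees 7, 8 and 10. Without pillar tree 4 the median log2 fold change was 0.19, 11 of the 18 genes were higher in pillar, and the number over 1.5-fold higher went from 15 to 2. Leaving out any other pillar tree left 17 genes higher. Within lane 6, without pillar trees 4 and 7, 12 of the JA genes were higher. Of the terpene biosynthesis genes 8 were tested, all 8 were higher in pillar, and pillar tree 4 had the highest level for all 8. Prupe.4G082500, matched to Arabidopsis JAZ8, had 57.76 TPM in pillar tree 4, 3.022 to 5.67 TPM in the other pillar trees and 0.278 to 4.784 TPM in the standard trees (log2 fold change 2.06, standard error 0.91, adjusted p = 0.902). Prupe.5G130700, matched to MYC2, had 19.14 TPM in pillar tree 4, 0.715 to 1.212 TPM in the other pillar trees and 0.4065 to 1.223 TPM in the standard trees.

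**Figure D2:**
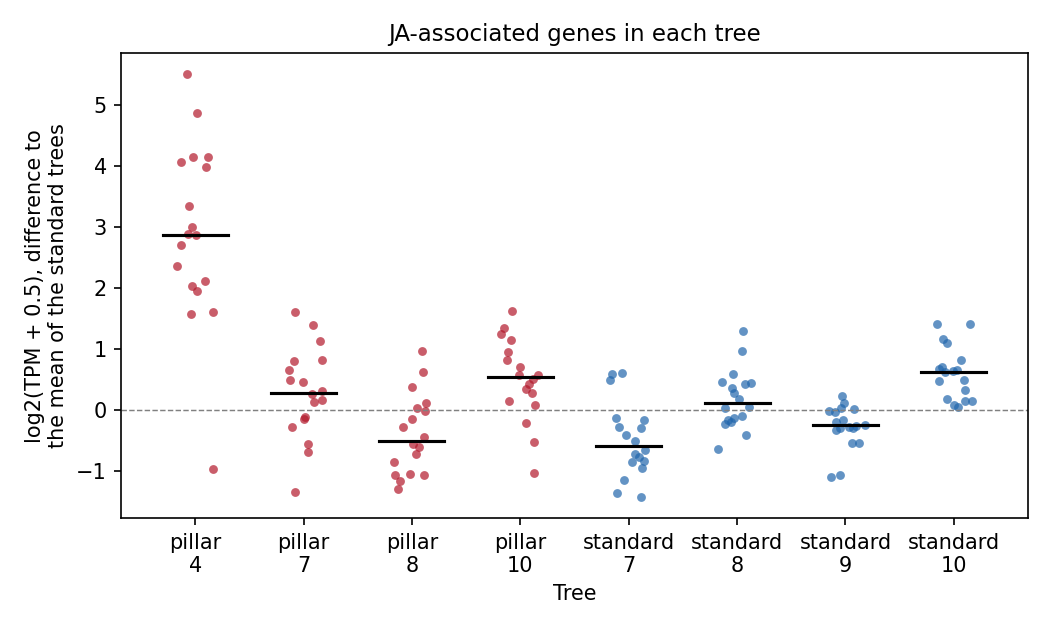
Levels of the 18 tested JA genes by tree. The vertical axis gives log2(TPM + 0.5) relative to the mean of the 4 standard trees for each gene, points are genes, black lines are medians, and pillar trees are red and standard trees blue; the median of pillar tree 4 is 2.87, and those of pillar trees 7, 8 and 10 are 0.28, -0.51 and 0.53.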

Genes associated with auxin and ethylene signaling were also largely upregulated while those related to brassinosteroid signaling were repressed (Fig. 4, Dataset S1). 

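All 10 auxin genes of Dataset S1 were higher in pillar trees, with a median log2 fold change of 0.75, and 9 of the 10 were without pillar tree 4. None had an adjusted p-value under 0.05 and 3 had an unadjusted p-value under 0.05. The largest change was that of Prupe.3G144500, an aldolase-type TIM barrel gene with 39.1 TPM in pillar tree 4, 0.9557 to 5.848 TPM in the other pillar trees and at most 1.514 TPM in the standard trees (log2 fold change 2.19, standard error 1.00, adjusted p = 0.902 from limma). The smallest change was that of Prupe.1G494400 (ILL6), at 0.41, which became -0.08 without pillar tree 4 and -0.23 within lane 6. All 6 ethylene genes were higher as well, with a median of 0.71. None had an adjusted p-value under 0.05 and 4 had an unadjusted p-value under 0.05, and all 6 were higher with each tree left out in turn. ERF5 (Prupe.5G062000) had 32.9 ± 20.1 TPM in pillar and 14.3 ± 2.13 TPM in standard trees (SD, n = 4 each).
Dataset S1 holds 3 brassinosteroid genes. The 2 genes matched to BAS1, a cytochrome P450, were lower in pillar trees and the glucosyltransferase gene Prupe.7G124200 (UGT73C5) was higher, at 8.69 ± 2.04 against 4.75 ± 1.06 TPM (log2 fold change 0.80, standard error 0.22). Prupe.1G291100 (BAS1) had 0.351 ± 0.346 TPM in pillar and 1.92 ± 1.14 TPM in standard trees (log2 fold change -1.46, standard error 0.40). Prupe.1G291800 (BAS1) was listed at 0 TPM in pillar trees 7, 8 and 10 but had 8.119 TPM in pillar tree 4, within the 5.069 to 11.74 TPM of the standard trees. The adjusted p-value of all 3 genes was 0.768 from limma, and all 3 had an unadjusted p-value under 0.05. Without pillar tree 4 Prupe.1G291800 had a log2 fold change of -4.13 and an adjusted p of 0.00115, and the adjusted p ranged up to 1 when other trees were left out.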

Other notable genes included *MORE AXILLARY GROWTH 1* (*MAX1*) and *MAX2*, which regulate branch outgrowth and were previously shown to be differentially expressed in pillar peach trees (Dataset S1)^21^. 

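MAX2 (Prupe.3G117700) lies on Pp03 from 10062480 to 10065001. It had 51.6 ± 7.07 TPM in pillar and 35.9 ± 6.62 TPM in standard trees (SD, n = 4 each), a log2 fold change of 0.53 (standard error 0.16, unadjusted p = 0.00881 and adjusted p = 0.823 from limma). The pillar trees ranged from 44.06 to 59.03 TPM and the standard trees from 28.06 to 43.68 TPM, so that the lowest pillar tree lay just above the highest standard tree. With each tree left out in turn the log2 fold change stayed between 0.42 and 0.63. A second gene of the same description, the MAX2-like Prupe.1G158200 on Pp01 from 12547604 to 12549657, had 2.86 ± 1.76 TPM in pillar and 0.855 ± 0.437 TPM in standard trees. Its log2 fold change was 1.19 (standard error 0.42, adjusted p = 0.902), and its 2 groups overlapped (two-sided exact permutation test, p = 0.0857). MAX1 was not analysed here.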

Three DEGs encoding 2OG- and Fe(II)-dependent oxygenases were identified; however, none of them appeared to be orthologous to the putative apple columnar gene *MdCo31* (Dataset S1)^11^. Also of potential functional significance was a gene we recently found to be associated with the peach weeping growth habit (*WEEP*), which was slightly downregulated in pillar trees (Hollender et al., in press).

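The 3 genes described in Dataset S1 as 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenases did not move together. Prupe.6G055300 (Pp06, 3909544 to 3911429) was lower in pillar trees, at 1.06 ± 0.455 against 3.19 ± 1.62 TPM (SD, n = 4 each; log2 fold change -1.16, standard error 0.39, adjusted p = 0.898 from limma). Prupe.6G278400 (Pp06, 26106869 to 26109286) had 54.27 TPM in pillar tree 4 and 2.777 to 3.342 TPM in the other 3 pillar trees, against 0.6916 to 7.758 TPM in the standard trees. Its log2 fold change was 1.05 (standard error 0.94, adjusted p = 0.902) with all trees and 0.07 without pillar tree 4. Prupe.8G066500 (Pp08, 9834136 to 9835889) had 3.262 and 2.636 TPM in pillar trees 4 and 8 and 0.5922 and 0.4188 TPM in pillar trees 7 and 10, which lay among the 0.1262 to 0.6486 TPM of the standard trees (log2 fold change 1.04, standard error 0.48, adjusted p = 0.902). The groups of each of the 3 genes overlapped.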

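WEEP (Prupe.3G200700), a gene for a sterile alpha motif protein on Pp03 from 20944039 to 20946994, had 44.3 ± 13.6 TPM in pillar and 72.7 ± 3.75 TPM in standard trees (SD, n = 4 each). The log2 fold change was -0.75 (standard error 0.18, unadjusted p = 0.00271 and adjusted p = 0.585 from limma), and all pillar trees lay below all standard trees (two-sided exact permutation test, p = 0.0286). Pillar trees 4, 7 and 10 had 39.23, 38.56 and 34.89 TPM and pillar tree 8 had 64.54 TPM. The methods name the variety "Weeping White" in the parentage of this population, and the alleles of WEEP in these trees were not examined here. A difference of alleles between the siblings therefore cannot be told apart from growth habit. Without pillar tree 8, the pillar tree nearest to the standard trees, the log2 fold change was -0.94 and the adjusted p from limma 0.024. With each of the other trees left out in turn the change stayed between -0.76 and -0.65, with adjusted p-values up to 1. Within lane 6 it was -0.61. In the authors' deposited table the FDR p-value of WEEP was 1.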

**Fig. 4:**
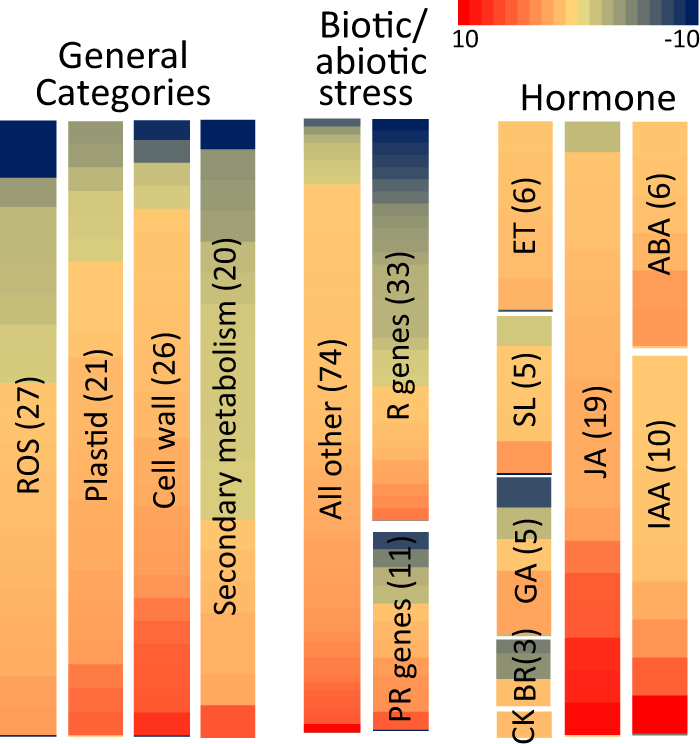
Heat maps showing DEG categories in pillar peach trees. Abbreviations used are as follows (from left to right): R genes resistance genes, PR genes pathogenesis-related genes, ROS reactive oxygen species, ET ethylene, SL strigolactone, GA giberellic acid, BR brasinolide, CK cytokinin, JA jasmonic acid, ABA abscisic acid, IAA auxin. Numbers of DEGs are shown in parentheses. Scale bar is shown in upper right (fold change)

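For the remaining categories, Dataset S1 lists 10 genes under abscisic acid, 5 under gibberellic acid, 4 under strigolactone, 1 under cytokinin and 20 under plastid functions, and all of them were tested. Of the abscisic acid genes 8 were higher and 2 lower in pillar trees, with a median log2 fold change of 0.63. None had an adjusted p-value under 0.05 and 5 had an unadjusted p-value under 0.05. CCD4 (Prupe.1G255500) was lower in all 4 pillar trees than in any standard tree, at 9.48 ± 4.36 against 24.6 ± 5.01 TPM (SD, n = 4 each; log2 fold change -1.42, standard error 0.31, adjusted p = 0.386 from limma). Of the gibberellic acid genes 3 were higher and 2 lower, and the 4 strigolactone genes were all higher. In neither of these categories did a gene reach an adjusted p-value under 0.05, while 3 in each had an unadjusted p-value under 0.05. Without pillar tree 4 the strigolactone gene Prupe.7G227500 was no longer higher, with a log2 fold change of -0.18 in place of 0.36. The cytokinin gene Prupe.3G031700 had 11.3 ± 7.48 TPM in pillar and 5.62 ± 1.43 TPM in standard trees and overlapping groups.
Of the plastid genes 12 were higher and 8 lower in pillar trees, 2 had an adjusted p-value under 0.05 and 15 an unadjusted p-value under 0.05. One of them, Prupe.2G215400 (PGLP1) on Pp02 from 24617333 to 24618782, had 0.758 ± 0.332 TPM in pillar and 9.76 ± 0.747 TPM in standard trees (log2 fold change -3.07, standard error 0.23, adjusted p = 0.000746 from limma). It starts 1.38 Mb from TAC1.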

## Discussion

Over the next half century, the Food and Agriculture Organization of the United Nations predicts that meeting the growing demand for food will require substantial increases to crop productivity without concomitant expansion of total farm acreage^44^. Crops with reduced levels of *TAC1* expression could help meet this challenge having demonstrated potential for narrowing plant architectural profiles and increasing productivity via high-density planting. Here we evaluated the effect of altered *TAC1* expression in both peach and plum trees.

Segregating pillar peach siblings carrying a knockout mutation of *PpeTAC1* had consistently shorter branches and thinner trunks and lateral branches while tree height was unchanged. Fruit yield showed no significant differences between pillar and standard trees. These data confirm a previous report that the pillar cultivar “Crimson Rocket” produced shorter and fewer sylleptic branches compared to a standard peach cultivar and that differences in branch growth rate occurred primarily in spring^8^.

We previously discovered that “Italian” pillar peach trees have a repetitive element inserted within a repetitive region of *PpeTAC1* Exon 3^16^. Surprisingly, Illumina DNA sequencing of the plum (*P. domestica*) cultivar “Improved French” revealed the presence of a variable length GAT repeat in this same location resulting in six distinct alleles within the hexaploid genome. These changes resulted in some alleles encoding long runs of aspartic acid residues 13–17 amino acids in length. A single shorter allele (GAT_6_) was similar in length to that found in peach (GAT_7_). Coincidentally, many plum cultivars including “Improved French”, “President”, and “Bluebyrd” plum (controls depicted in Fig. 3b), have a more upright stature than commonly observed in other *Prunus* species^42,43^. We speculate that the additional Asp residues in *P. domestica* alleles may result in TAC1 proteins that have reduced function or are less stable leading to a more upright tree shape. In animals, these genetic “stutters” within coding sequences have been shown to underlie genetic disorders such as Huntington’s disease where CAG repeat expansion produces longer tracts of glutamines within the huntingtin protein leading to protein instability^45^.

Silencing of *PdoTAC1* via RNAi resulted in plum trees having architectural profiles that were significantly narrower than those observed in peach. Branch growth in these trees was extremely vertical producing slender but dense canopies. Mean branch angles across all RNAi plum lines were 17^o^ versus pillar peaches, which have been reported to be as wide as 40^o^^46^. The RNAi plum lines also exhibited additional differences from the pillar peach including longer branch lengths and thicker trunk diameters. In contrast, transgenic plums overexpressing *PpeTAC1* displayed wider branch angles, thicker branches, and increased overall tree height relative to non-transgenic controls. Given the lack of knowledge about the cellular function of *TAC1*, it is difficult to conceive of a model by which these diverse phenotypic effects could be explained aside from generalities regarding potential changes in levels of hormones or their translocation, perception, and/or signaling. A prior study attributed some of the phenotypic variation within pillar peaches to higher auxin levels and higher auxin–cytokinin ratios found throughout the canopy^8^. The contrasting results in plum suggest that TAC1 RNAi plums may have hormone profiles that are either different from peach or that the phenotypic effects result from other unknown genetic or physiological variables. Collectively, these data show that biotechnology strategies can be used to engineer tree shapes by altering *TAC1* levels; however, these may be accompanied by additional phenotypic effects that are less predictable.

Expression profiling data support a hypothesis that loss of *TAC1* leads to changes in key plant hormones as responses to auxin and jasmonic acid were consistently upregulated. Surprisingly, pillar trees exhibited pronounced changes in biotic/abiotic stress signaling including numerous R genes and pathogenesis-related genes. This effect may be caused by or associated with the upregulation of JA metabolism and/or signaling, which is a known defense hormone. Categories related to defense/stress responses were also differentially expressed including reactive oxygen, secondary metabolism, and cell wall biosynthesis. Overall, these expression changes are similar to what was previously reported for apple columnar trees, which exhibited changes in genes associated with cell wall metabolism, defense, and JA responses^47,48^. At this time, we cannot rule out the possibility that the *TAC1* locus is tightly linked to genetic variation within an unrelated gene that affects biotic stress signaling pathways. 

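The trees came from selfing 1 tree that was heterozygous at the pillar locus. The growth habits therefore differ by design at TAC1 and in a segment linked to it. Of the 24 genes with an adjusted p-value under 0.05 in the limma comparison, 21 lie on Pp02, where TAC1 starts at 23.23 Mb. They lie between 17.11 and 25.09 Mb, 9 higher and 12 lower in pillar trees, among 802 tested genes of which 92 (11.5%) had an unadjusted p-value under 0.05. Such p-values were no less frequent on the part of Pp02 further from TAC1, for 38 of 318 genes between 0 and 5 Mb, 50 of 175 between 5 and 10 Mb and 38 of 157 between 10 and 15 Mb, but none of these genes had an adjusted p-value under 0.05. Beyond 25 Mb they were found for 36 of 827 genes up to 30 Mb. The other 3 lie on Pp03 between 23.23 and 26.37 Mb and were all higher in pillar trees. Outside Pp02 an unadjusted p-value under 0.05 was found for 682 of 17620 genes (3.87%). Among the genes meeting the paper's criteria 164 of 447 lie on Pp02 (36.7%, against 12% of the 19707 genes with a mean of at least 5 reads in each group), an odds ratio of 4.48 (two-sided Fisher's exact test, adjusted p = 2.09e-41 over 8 chromosomes). Neighbouring genes are not independent, so this p-value overstates the evidence. The test was planned after the chromosomes of the Dataset S1 genes were seen and before the deposited values were. The paper chose that list on these same trees. Of the 164 genes 85 start before 15 Mb, and pillar and standard trees overlapped for all but 9 of the 85. No other chromosome had an excess. Without the R genes and PR genes the odds ratio was 3.77. The share of Pp02 was lowest within lane 6, at 17.8%, where the total was larger. Without standard tree 8, 85 genes had an adjusted p-value under 0.05, 69 of them on Pp02, and 46 of these start before 17.11 Mb.

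**Figure D3:**
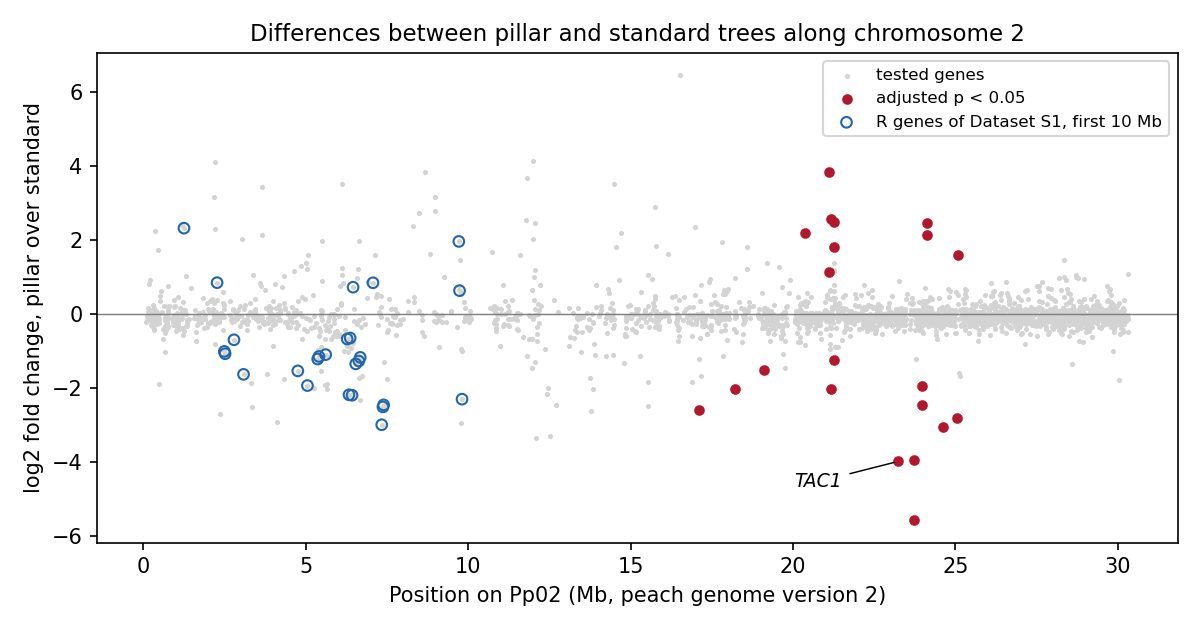
Log2 fold change of pillar over standard trees along Pp02 of peach genome version 2, with 1 point per tested gene. Red points are the 21 genes with an adjusted p-value under 0.05, which lie between 17.11 and 25.09 Mb; blue circles are the 26 R genes of Dataset S1 on the first 10 Mb.

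From the higher expression of genes for auxin and JA responses, the paper proposes as a hypothesis that TAC1 loss changes key plant hormones, and it also proposes that the changes in R genes and PR genes may be caused by or associated with JA. It leaves open that TAC1 is linked to variation in another gene that affects stress signaling.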

While the data support the possibility that *TAC1* functions via altered defense hormone profiles and/or translocation, additional in-depth molecular studies will be needed to better understand these relationships.

## Electronic supplementary material

Table S1

Figure S1, Figure S2

Datafile S1

Dataset S1

## References

[1] Vidovič J (1974). Effect of the change of leaf angle arrangement on productivity of maize (*Zea mays* L.) stands. Biol. Plant.

[2] Tan L (2008). Control of a key transition from prostrate to erect growth in rice domestication. Nat. Genet..

[3] Miller S, Scorza R (2002). Training and performance of pillar, upright, and standard form peach trees-early results. Acta Hortic..

[4] Glenn DM, Tworkoski T, Scorza R, Miller SS (2011). Long-term effects of peach production systems for standard and pillar growth types on yield and economic parameters. Hort. Technol..

[5] Scorza R, Bassi D, Rizzo M (2000). Developing new peach tree growth habits for higher density plantings. In 42nd Annual IDFTA Conference.

[6] Giovannini D, Glenn DM, Scorza R, Welker WV (1994). Dry matter distribution of three peach growth types. HortScience.

[7] Glenn DM, Bassett CB, Tworkoski T, Scorza R, Miller SS (2015). Tree architecture of pillar and standard peach affect canopy transpiration and water use efficiency. Sci. Hortic. (Amst.)..

[8] Tworkoski T, Miller S, Scorza R (2006). Relationship of pruning and growth morphology with hormone ratios in shoots of Pillar and Standard peach trees. J. Plant Growth Regul..

[9] Tobutt KR (1994). Combining apetalous parthenocarpy with columnar growth habit in apple. Euphytica [Internet]..

[10] Petersen R, Krost C (2013). Tracing a key player in the regulation of plant architecture: The columnar growth habit of apple trees (*Malus domestica*). Planta.

[11] Wolters PJ, Schouten HJ, Velasco R, Si-Ammour A, Baldi P (2013). Evidence for regulation of columnar habit in apple by a putative 2OG-Fe(II) oxygenase. New Phytol..

[12] Okada K (2016). Expression of a putative dioxygenase gene adjacent to an insertion mutation is involved in the short internodes of columnar apples (*Malus domestica*). J. Plant Res..

[13] Yu B (2007). TAC1, a major quantitative trait locus controlling tiller angle in rice. Plant J..

[14] Wu X, Tang D, Li M, Wang K, Cheng Z (2013). Loose Plant Architecture1, an INDETERMINATE DOMAIN protein involved in shoot gravitropism, regulates plant architecture in rice. Plant Physiol..

[15] Tanimoto M, Tremblay R, Colasanti J (2008). Altered gravitropic response, amyloplast sedimentation and circumnutation in the Arabidopsis shoot gravitropism 5 mutant are associated with reduced starch levels. Plant Mol. Biol..

[16] Dardick C (2013). PpeTAC1 promotes the horizontal growth of branches in peach trees and is a member of a functionally conserved gene family found in diverse plants species. Plant J..

[17] Li H (2017). Genome-wide association mapping reveals the genetic control underlying branch angle in rapeseed (*Brassica napus* L.). Front. Plant Sci..

[18] Zhao H (2014). Natural variation and genetic analysis of the tiller angle gene MsTAC1 in *Miscanthus sinensis*. Planta.

[19] Xu D (2017). PzTAC and PzLAZY from a narrow-crown poplar contribute to regulation of branch angles. Plant Physiol. Biochem..

[20] Ku L (2011). Cloning and characterization of a putative tac1 ortholog associated with leaf angle in maize (zea mays l. PLoS ONE.

[21] Tworkoski T, Webb K, Callahan A (2015). Auxin levels and MAX1–4 and TAC1 gene expression in different growth habits of peach. Plant Growth Regul..

[22] Hollender CA, Dardick C (2015). Molecular basis of angiosperm tree architecture. New Phytol..

[23] Guseman JM, Webb K, Srinivasan C, Dardick C (2017). DRO1 influences root system architecture in Arabidopsis and Prunus species. Plant J..

[24] Yoshihara T, Iino M (2007). Identification of the gravitropism-related rice gene LAZY1 and elucidation of LAZY1-dependent and -independent gravity signaling pathways. Plant Cell Physiol..

[25] Li P (2007). LAZY1 controls rice shoot gravitropism through regulating polar auxin transport. Cell Res..

[26] Yoshihara T, Spalding EP, Iino M (2013). AtLAZY1 is a signaling component required for gravitropism of the *Arabidopsis thaliana* inflorescence. Plant J..

[27] Uga Y (2013). Control of root system architecture by DEEPER ROOTING 1 increases rice yield under drought conditions. Nat. Genet..

[28] Taniguchi M (2017). The Arabidopsis LAZY1 family plays a key role in gravity signaling within statocytes and in branch angle control of roots and shoots. Plant Cell.

[29] Yoshihara T, Spalding EP (2017). LAZY genes mediate the effects of gravity on auxin gradients and plant architecture. Plant Physiol..

[30] Dong Z (2013). Maize LAZY1 mediates shoot gravitropism and inflorescence development through regulating auxin transport, auxin signaling, and light response. Plant Physiol..

[31] Verde I (2013). The high-quality draft genome of peach (*Prunus persica*) identifies unique patterns of genetic diversity, domestication and genome evolution. Nat. Genet..

[32] Tabb, A. & Medeiros, H. A robotic vision system to measure tree traits. In *Proc. IEEE/RSJ International Conference on Intelligent Robots and Systems* 6005–6012 (2017).

[33] Tabb, A. Shape from silhouette probability maps: reconstruction of thin objects in the presence of silhouette extraction and calibration error. In *Proc IEEE Computer Society Conference on Computer Vision and Pattern Recognition* IEEE, Portland, OR, USA. 161–168 (2013) 10.1109/CVPR.2013.28.

[34] Tabb, A. *Shape from Inconsistent Silhouette: Reconstructions of Objects in the Presence of Segmentation and Calibration Error*. (Purdue University; West Lafayette, Indiana, USA. 2014).

[35] Tabb, A. & Medeiros, H. Fast and robust curve skeletonization for real-world elongated objects. In *Proc. IEEE Winter Conference on Applications of Computer Vision* 1935–1943 (2018).

[36] Hollender CA, Hadiarto T, Srinivasan C, Scorza R, Dardick C (2016). A brachytic dwarfism trait (dw) in peach trees is caused by a nonsense mutation within the gibberellic acid receptor PpeGID1c. New Phytol..

[37] Verde I (2017). The Peachv2.0 release: high-resolution linkage mapping and deep resequencing improve chromosome-scale assembly and contiguity. BMC Genomics.

[38] Thimm O (2004). mapman: a user driven tool to display genomics data sets onto diagrams of metabolic pathways and other biological processes. Plant J..

[39] Petri C, Webb K, Dardick C, Scorza R (2009). A high-throughput transformation system in plum (*Prunus domestica* L.) useful for functional genomics in Rosaceae. Acta Hortic..

[40] Petri C, Webb K, Hily JM, Dardick C, Scorza R (2008). High transformation efficiency in plum (*Prunus domestica* L.): a new tool for functional genomics studies in *Prunus* spp. Mol. Breed..

[41] Bortiri E (2001). Phylogeny and systematics of *Prunus* (Rosaceae) as determined by sequence analysis of ITS and the chloroplast *trnL-trnF* spacer DNA. Syst. Bot..

[42] Faust, M. & Surányi, D. in *Horticultural Reviews* (eds Jules Janick) Ch. 4 (Wiley, Oxford, 2010).

[43] Rieger, M. in *Introduction to Fruit Crops* (eds Amarjit S. Basra, PhD) Ch. 28 (Food Products Press, New York, 2006).

[44] Alexandratos, N. & Bruinsma, J. *World Agriculture Towards 2030/2050: The 2012 Revision* (ESA Working paper No. 12-03. Rome, FAO. 2012).

[45] Nørremølle A (1993). Trinucleotide repeat elongation in the Huntingtin gene in Huntington disease patients from 71 Danish families. Hum. Mol. Genet..

[46] Thomas T, Ralph S (2001). Root and shoot characteristics of peach trees with different growth habits. J. Am. Soc. Hortic. Sci..

[47] Krost C, Petersen R, Schmidt ER (2012). The transcriptomes of columnar and standard type apple trees (Malus x domestica) — a comparative study. Gene.

[48] Petersen R, Djozgic H, Rieger B, Rapp S, Schmidt E (2015). Columnar apple primary roots share some features of the columnar-specific gene expression profile of aerial plant parts as evidenced by RNA-Seq analysis. BMC Plant Biol..

# Supplementary material for: Alteration of TAC1 expression in Prunus species leads to pleiotropic shoot phenotypes
**Source:** Hortic Res. 2018 May 1;5:26. doi: 10.1038/s41438-018-0034-1
**Supplement:** Supplementary file 2 — Figure S1, Figure S2

## Slide 1
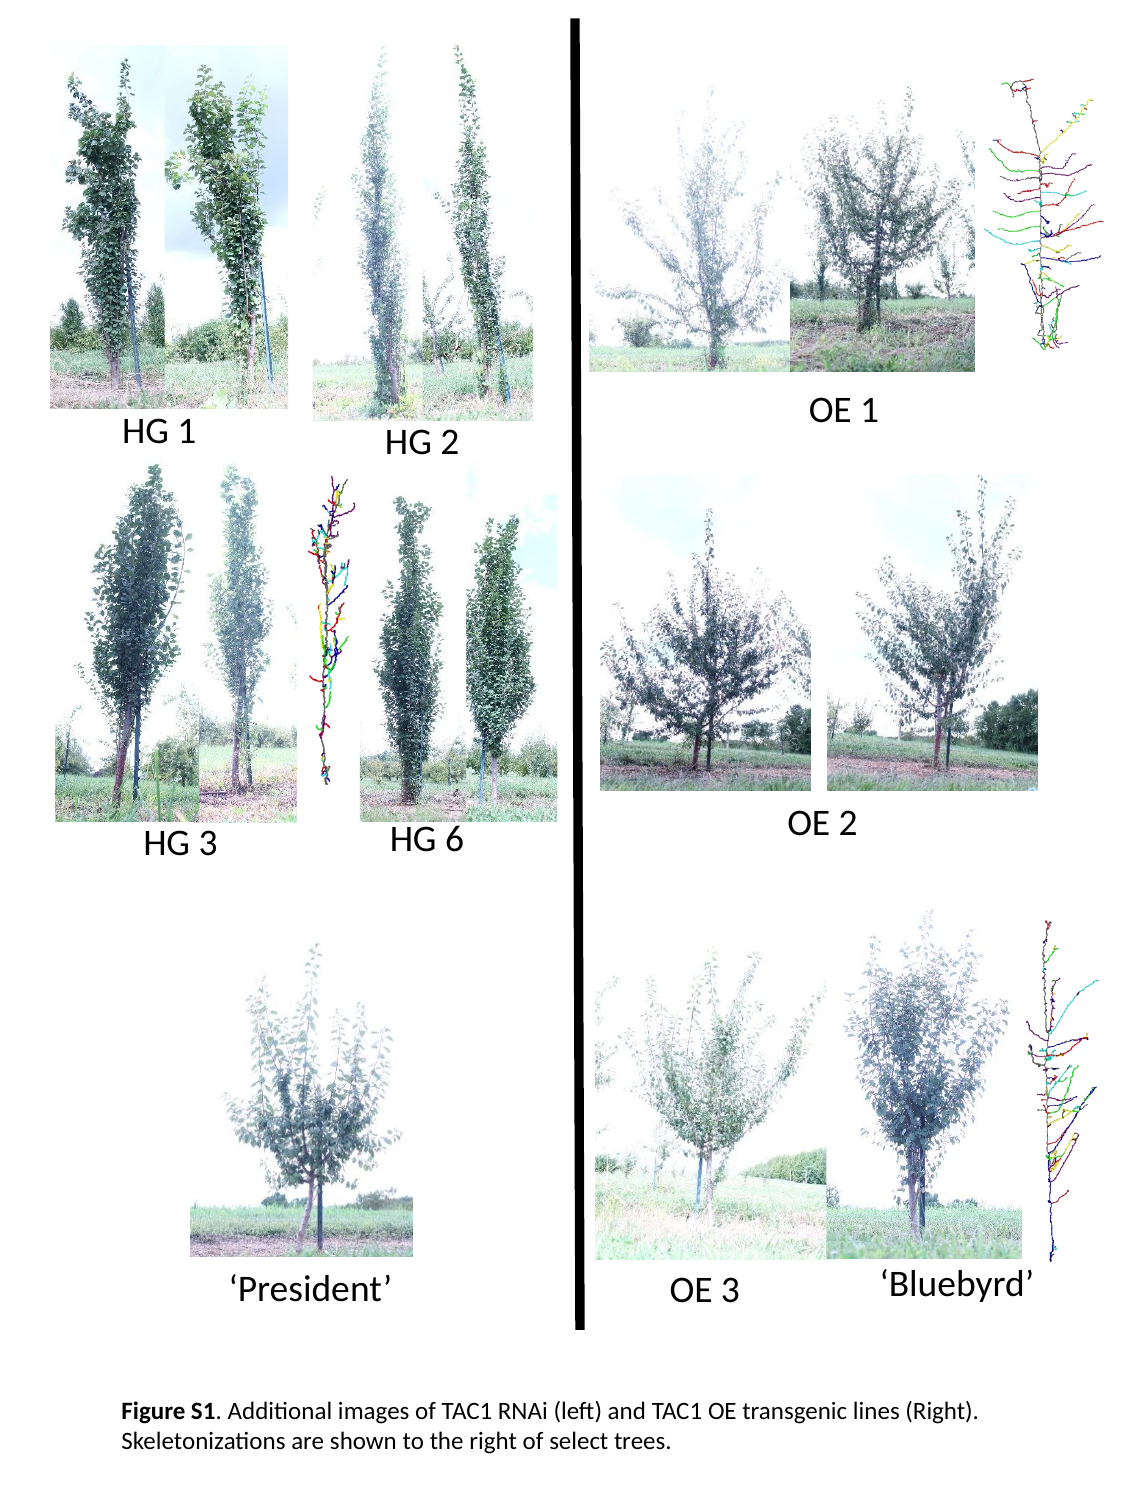

OE 1
HG 1
HG 2
OE 2
HG 6
HG 3
‘Bluebyrd’
‘President’
OE 3
Figure S1. Additional images of TAC1 RNAi (left) and TAC1 OE transgenic lines (Right). Skeletonizations are shown to the right of select trees.

## Slide 2
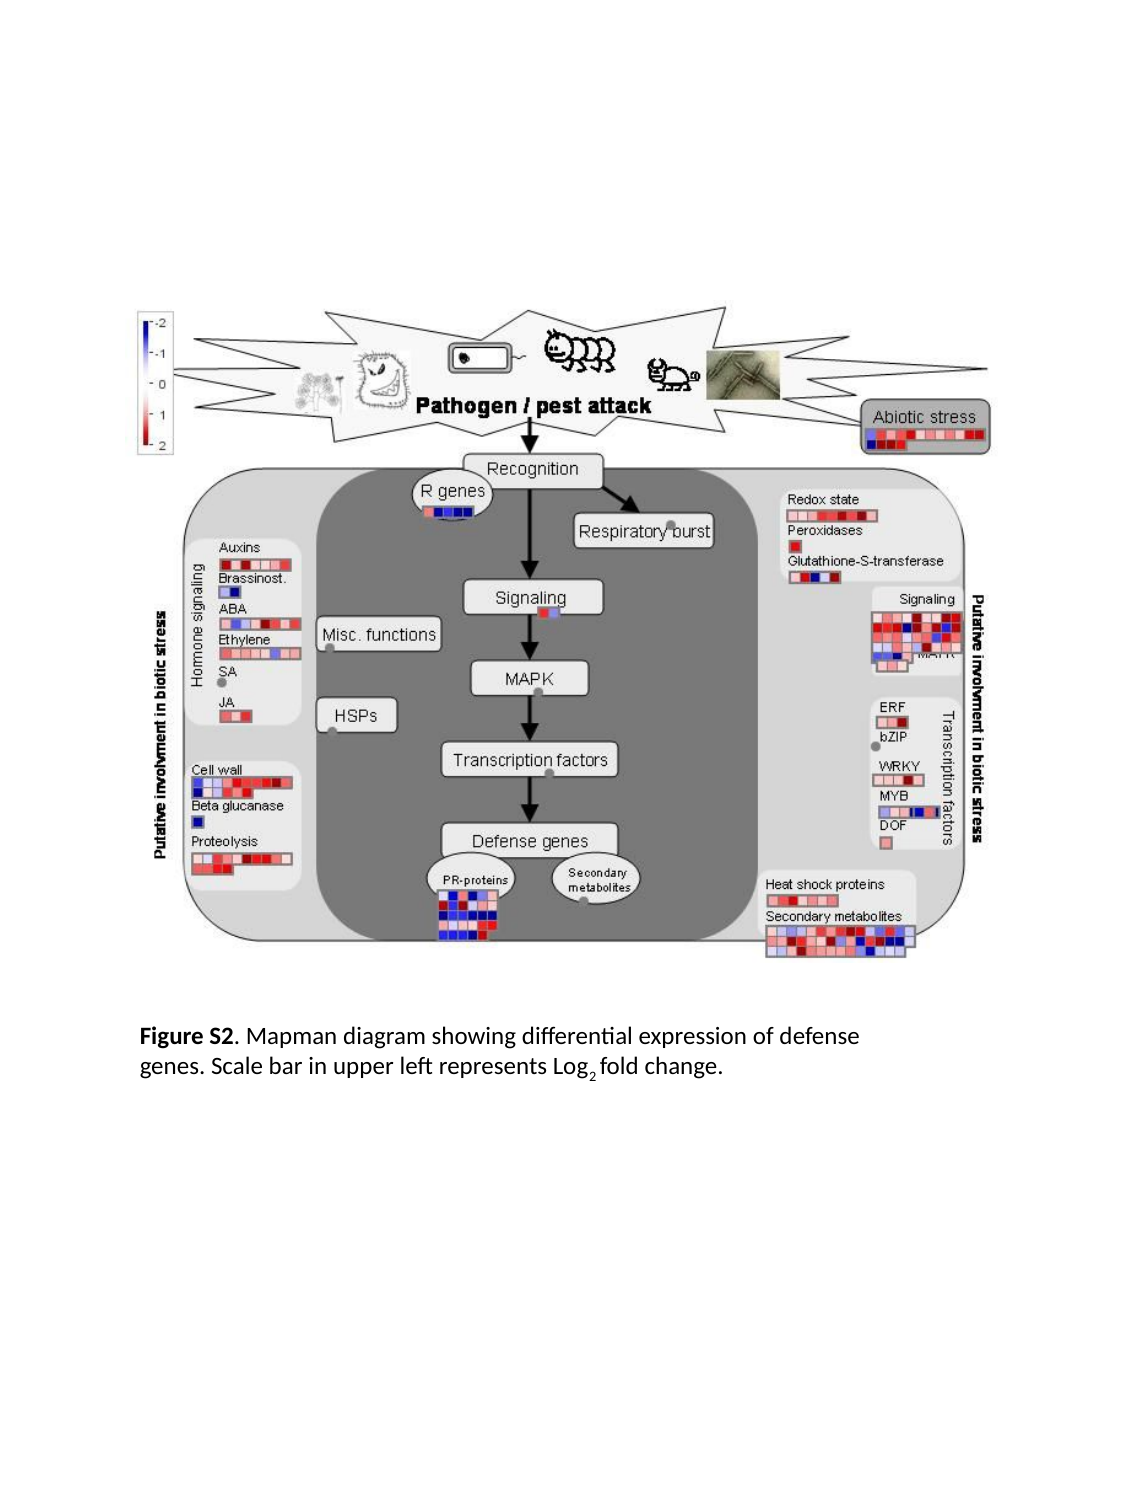

Figure S2. Mapman diagram showing differential expression of defense genes. Scale bar in upper left represents Log2 fold change.

# Supplementary material for: Alteration of TAC1 expression in Prunus species leads to pleiotropic shoot phenotypes
**Source:** Hortic Res. 2018 May 1;5:26. doi: 10.1038/s41438-018-0034-1

**pBIN AFRS +35S Complete Vector Sequence:**

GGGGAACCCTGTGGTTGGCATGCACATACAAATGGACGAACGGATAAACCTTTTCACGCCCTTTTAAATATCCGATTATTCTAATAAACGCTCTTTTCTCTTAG GGCCGGCC

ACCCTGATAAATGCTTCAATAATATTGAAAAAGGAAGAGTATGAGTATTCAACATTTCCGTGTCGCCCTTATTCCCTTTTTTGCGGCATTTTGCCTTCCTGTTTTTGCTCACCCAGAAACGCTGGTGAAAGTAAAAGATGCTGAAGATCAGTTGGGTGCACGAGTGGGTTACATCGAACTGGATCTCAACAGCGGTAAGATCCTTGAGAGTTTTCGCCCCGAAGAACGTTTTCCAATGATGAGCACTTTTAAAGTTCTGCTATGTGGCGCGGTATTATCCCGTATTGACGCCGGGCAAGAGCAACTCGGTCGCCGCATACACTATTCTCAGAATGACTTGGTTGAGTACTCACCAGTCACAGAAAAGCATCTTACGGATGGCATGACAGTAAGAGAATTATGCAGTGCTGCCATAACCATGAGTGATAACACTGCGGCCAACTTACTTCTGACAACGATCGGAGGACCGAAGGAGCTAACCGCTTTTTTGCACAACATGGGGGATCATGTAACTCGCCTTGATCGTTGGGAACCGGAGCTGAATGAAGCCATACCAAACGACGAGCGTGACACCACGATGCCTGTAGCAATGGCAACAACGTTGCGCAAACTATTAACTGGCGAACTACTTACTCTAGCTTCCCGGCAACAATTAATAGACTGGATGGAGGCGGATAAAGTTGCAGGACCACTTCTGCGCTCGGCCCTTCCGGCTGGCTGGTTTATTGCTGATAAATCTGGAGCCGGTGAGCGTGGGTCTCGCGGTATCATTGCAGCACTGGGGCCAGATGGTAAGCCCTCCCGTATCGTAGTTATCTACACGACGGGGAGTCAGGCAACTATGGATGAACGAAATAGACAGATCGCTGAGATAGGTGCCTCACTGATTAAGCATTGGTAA

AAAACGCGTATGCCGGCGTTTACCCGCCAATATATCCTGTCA

GCGGCCGCTAACTAGTTAGGCGCGCC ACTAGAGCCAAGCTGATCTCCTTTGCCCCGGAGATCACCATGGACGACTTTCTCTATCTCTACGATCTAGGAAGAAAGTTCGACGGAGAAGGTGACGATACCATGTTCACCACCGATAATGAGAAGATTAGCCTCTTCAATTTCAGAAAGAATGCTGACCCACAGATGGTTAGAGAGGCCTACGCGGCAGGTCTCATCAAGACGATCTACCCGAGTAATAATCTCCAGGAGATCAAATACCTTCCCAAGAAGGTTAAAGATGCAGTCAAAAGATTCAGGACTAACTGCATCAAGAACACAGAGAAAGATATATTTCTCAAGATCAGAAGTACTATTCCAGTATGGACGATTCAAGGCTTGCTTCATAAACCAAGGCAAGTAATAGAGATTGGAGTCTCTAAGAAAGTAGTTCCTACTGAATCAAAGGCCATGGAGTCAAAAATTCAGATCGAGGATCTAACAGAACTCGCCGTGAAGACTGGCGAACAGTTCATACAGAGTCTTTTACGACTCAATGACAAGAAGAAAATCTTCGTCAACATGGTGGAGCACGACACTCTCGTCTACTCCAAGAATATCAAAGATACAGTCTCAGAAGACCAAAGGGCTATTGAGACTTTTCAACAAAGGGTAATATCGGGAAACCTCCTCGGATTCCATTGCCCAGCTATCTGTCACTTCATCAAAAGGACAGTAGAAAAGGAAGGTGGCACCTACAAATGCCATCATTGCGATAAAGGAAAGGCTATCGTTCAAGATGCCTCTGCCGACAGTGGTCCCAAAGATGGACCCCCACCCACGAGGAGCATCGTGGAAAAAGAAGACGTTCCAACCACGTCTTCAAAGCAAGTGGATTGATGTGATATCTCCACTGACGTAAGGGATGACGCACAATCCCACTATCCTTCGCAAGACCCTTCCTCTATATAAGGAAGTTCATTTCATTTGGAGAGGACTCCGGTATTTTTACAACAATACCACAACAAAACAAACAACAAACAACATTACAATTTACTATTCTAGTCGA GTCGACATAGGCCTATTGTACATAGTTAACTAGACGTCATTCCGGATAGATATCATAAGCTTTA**GAATTC**ATGAGCTCAT

TTAACTATAACGGTCCTAAGGT

**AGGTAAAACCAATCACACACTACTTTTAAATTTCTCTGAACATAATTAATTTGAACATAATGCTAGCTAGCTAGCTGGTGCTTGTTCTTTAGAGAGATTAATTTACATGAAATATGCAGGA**

TAGGGATAACAGGGTAAT

**GGATCC**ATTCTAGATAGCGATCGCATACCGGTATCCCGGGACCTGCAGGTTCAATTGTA

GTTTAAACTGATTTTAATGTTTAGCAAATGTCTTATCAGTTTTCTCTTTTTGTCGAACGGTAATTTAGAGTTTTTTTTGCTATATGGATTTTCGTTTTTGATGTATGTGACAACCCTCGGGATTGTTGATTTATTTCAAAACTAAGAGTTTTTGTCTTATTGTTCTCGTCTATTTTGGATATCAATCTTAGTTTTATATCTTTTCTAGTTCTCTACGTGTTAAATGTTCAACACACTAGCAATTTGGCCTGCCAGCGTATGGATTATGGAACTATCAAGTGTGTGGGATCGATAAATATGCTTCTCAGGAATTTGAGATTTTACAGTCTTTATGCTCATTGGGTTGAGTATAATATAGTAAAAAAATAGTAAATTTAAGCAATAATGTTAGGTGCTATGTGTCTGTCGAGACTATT

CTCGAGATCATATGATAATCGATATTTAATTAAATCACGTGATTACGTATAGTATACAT

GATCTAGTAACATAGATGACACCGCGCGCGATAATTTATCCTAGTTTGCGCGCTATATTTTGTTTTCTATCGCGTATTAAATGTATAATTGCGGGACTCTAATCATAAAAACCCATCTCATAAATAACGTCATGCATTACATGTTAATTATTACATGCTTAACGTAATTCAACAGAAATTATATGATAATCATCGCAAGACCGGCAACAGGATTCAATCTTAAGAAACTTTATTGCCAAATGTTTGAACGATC

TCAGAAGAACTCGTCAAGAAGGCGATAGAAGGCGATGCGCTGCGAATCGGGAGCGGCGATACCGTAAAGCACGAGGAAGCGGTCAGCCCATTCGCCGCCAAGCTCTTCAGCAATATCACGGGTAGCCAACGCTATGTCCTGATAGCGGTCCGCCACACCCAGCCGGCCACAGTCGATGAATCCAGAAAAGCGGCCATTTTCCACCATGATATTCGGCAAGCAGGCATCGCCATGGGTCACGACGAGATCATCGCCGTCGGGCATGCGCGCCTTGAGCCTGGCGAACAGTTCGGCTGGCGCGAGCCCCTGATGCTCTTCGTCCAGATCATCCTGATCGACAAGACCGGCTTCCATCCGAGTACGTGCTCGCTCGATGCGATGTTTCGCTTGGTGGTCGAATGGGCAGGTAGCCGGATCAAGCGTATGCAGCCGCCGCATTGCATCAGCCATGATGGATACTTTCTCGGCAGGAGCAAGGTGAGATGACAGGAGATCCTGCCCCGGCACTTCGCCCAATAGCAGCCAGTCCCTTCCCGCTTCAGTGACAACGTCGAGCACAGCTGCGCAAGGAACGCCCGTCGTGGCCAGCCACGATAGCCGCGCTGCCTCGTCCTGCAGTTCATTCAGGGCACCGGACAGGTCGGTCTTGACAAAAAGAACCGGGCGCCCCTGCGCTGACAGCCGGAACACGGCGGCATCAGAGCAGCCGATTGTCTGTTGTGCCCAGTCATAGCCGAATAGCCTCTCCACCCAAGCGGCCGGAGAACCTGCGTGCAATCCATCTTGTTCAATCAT

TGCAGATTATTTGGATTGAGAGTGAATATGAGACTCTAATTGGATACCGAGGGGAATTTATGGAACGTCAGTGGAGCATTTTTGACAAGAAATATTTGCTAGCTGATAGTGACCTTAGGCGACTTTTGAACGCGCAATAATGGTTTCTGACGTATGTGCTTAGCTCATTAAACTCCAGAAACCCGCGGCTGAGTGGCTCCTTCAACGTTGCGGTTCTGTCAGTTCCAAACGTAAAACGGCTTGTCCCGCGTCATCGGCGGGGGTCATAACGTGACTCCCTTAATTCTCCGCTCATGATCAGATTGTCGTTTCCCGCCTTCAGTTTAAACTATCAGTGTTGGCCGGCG

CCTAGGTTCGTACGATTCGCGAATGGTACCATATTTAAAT

AAAT

GTTTACACCACAATATATCCTGCCA

GGGCCCATTTCGAAAAAGGCCGGCC

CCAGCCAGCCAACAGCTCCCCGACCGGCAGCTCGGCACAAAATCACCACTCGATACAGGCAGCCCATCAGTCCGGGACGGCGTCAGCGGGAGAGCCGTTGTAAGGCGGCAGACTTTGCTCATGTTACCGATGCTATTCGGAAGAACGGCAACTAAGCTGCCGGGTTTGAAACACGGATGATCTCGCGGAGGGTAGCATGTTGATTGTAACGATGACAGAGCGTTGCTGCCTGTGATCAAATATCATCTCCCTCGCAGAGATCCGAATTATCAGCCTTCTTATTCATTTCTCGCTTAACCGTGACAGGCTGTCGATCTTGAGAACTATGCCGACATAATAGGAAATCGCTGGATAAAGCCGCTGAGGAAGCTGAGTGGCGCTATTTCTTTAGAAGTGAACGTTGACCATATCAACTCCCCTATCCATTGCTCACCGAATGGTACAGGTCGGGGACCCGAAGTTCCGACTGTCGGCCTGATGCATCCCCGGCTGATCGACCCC

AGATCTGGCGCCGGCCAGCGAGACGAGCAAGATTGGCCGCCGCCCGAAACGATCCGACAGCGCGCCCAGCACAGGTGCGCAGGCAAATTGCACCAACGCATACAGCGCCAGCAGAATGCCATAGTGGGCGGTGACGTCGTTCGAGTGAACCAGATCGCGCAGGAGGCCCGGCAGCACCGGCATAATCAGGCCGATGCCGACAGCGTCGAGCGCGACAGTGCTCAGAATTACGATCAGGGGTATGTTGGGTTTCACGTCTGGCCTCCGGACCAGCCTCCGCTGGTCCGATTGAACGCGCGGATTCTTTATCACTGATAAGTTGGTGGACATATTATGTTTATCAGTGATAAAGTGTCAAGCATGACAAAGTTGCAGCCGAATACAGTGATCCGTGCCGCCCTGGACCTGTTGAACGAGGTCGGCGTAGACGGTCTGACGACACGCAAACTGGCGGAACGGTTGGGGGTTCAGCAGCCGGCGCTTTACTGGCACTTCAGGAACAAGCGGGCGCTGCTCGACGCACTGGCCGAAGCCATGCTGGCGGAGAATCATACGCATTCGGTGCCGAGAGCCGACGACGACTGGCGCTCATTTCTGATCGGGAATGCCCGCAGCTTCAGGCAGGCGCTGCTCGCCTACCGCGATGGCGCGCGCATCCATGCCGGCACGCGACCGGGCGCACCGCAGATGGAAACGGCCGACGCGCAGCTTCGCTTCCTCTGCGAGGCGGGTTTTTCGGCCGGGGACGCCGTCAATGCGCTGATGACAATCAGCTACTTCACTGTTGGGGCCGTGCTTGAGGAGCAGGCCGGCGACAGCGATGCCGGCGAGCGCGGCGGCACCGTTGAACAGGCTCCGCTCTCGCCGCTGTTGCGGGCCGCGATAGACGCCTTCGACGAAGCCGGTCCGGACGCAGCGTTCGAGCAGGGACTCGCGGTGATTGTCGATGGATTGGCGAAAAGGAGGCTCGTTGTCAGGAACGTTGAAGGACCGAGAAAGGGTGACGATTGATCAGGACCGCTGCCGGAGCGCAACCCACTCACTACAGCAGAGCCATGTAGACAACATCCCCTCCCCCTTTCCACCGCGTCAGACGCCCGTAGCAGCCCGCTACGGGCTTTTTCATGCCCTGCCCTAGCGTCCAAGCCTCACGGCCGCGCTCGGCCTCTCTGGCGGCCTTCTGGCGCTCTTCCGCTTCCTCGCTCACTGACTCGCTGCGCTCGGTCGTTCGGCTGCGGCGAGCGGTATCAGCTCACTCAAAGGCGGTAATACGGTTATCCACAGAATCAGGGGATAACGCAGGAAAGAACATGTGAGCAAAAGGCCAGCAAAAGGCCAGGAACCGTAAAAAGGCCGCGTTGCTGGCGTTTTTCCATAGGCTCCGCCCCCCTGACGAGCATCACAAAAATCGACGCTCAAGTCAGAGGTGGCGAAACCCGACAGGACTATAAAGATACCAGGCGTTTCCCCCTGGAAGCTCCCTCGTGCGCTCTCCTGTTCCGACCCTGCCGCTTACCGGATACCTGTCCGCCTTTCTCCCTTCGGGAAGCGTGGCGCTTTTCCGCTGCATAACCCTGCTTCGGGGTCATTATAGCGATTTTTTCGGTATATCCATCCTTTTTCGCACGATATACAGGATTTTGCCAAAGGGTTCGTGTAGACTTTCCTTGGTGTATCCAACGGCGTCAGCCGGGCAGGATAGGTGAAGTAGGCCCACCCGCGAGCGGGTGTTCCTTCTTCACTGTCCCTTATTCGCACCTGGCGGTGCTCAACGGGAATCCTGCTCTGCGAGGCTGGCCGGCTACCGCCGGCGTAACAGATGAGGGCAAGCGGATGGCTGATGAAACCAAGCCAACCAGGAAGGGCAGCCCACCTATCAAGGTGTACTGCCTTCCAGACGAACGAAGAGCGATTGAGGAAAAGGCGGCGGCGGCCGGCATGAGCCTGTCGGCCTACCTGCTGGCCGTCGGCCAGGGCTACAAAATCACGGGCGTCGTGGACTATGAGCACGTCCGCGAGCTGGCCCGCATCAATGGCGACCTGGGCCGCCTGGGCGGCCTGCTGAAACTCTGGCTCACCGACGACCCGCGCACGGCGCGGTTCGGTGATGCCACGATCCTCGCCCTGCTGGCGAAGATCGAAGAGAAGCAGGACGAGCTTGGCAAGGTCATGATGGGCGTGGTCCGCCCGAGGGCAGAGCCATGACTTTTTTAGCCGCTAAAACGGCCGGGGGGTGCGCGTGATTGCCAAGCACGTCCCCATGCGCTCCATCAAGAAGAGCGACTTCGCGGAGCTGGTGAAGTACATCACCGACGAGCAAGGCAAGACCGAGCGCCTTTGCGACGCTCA

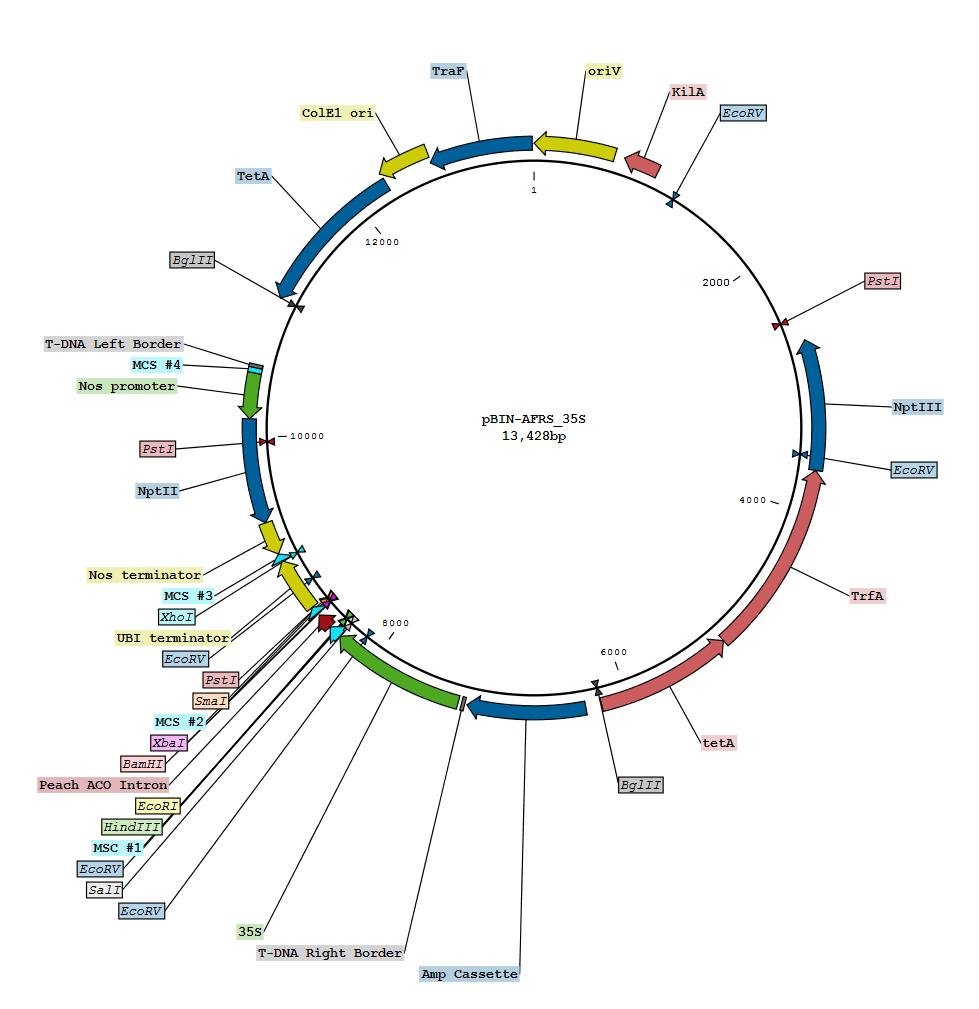

**Supplement:** Supplementary file 3 — Datafile S1

How the deposited data were processed for this re-analysis (not part of the article)

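Gene expression was measured by RNA-seq in shoot tips of 4 pillar and 4 standard peach trees of 1 segregating population, with 1 library per tree. The tree measurements, the qPCR and the plum lines of the article were not analysed here. The labels number the pillar trees 4, 7, 8 and 10 and the standard trees 7, 8, 9 and 10, and trees were grouped by growth habit as labelled. The deposited column names give the sequencing lane of each library, lane 8 for pillar trees 4 and 7 and lane 6 for the other trees. A lane number does not say that 2 libraries shared a sequencing run, and for a single gene a batch of harvest or sequencing that differs between the growth habits cannot be told apart from them.

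The authors trimmed single 50-bp reads and aligned them to peach genome version 2 with the RNA-seq function of CLC Genomics Workbench, in which a read may match several places. They deposited 1 table with the TPM of each gene in each tree. The methods name RPKM as the expression value, but the deposited values per tree are TPM, and each tree sums to 1000000 TPM. The table holds 53746 rows, 2 for each of 26873 genes, and the second row of every gene is 0 in all trees and was not used. The table also holds the authors' comparison of pillar against standard trees from CLC, with a signed score for the fold change, its log2 fold change, an unadjusted p-value, an FDR p-value and a Bonferroni p-value for 24408 genes, and the larger of the group means. The deposited score for the larger group mean is close to a mean RPKM. A mean RPKM computed here from the recovered reads differed from it by 3.5% at the median, and the total of reads behind the authors' value was not analysed here. The normalization behind the authors' fold changes is not named in the text of the paper.

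Read counts per gene were not used as deposited values. Within each tree the product of TPM and gene length is a whole multiple of the value of 1 read, and 100% of the nonzero values under 10000 reads (98.97% of all nonzero values) came out whole, so reads were recovered by dividing by that step. They sum to between 18429259 and 23994336 reads per tree (median 21682527 in pillar and 22339303 in standard trees). The recovered reads were used for depth, for the minimum of 5 reads in each group, for RPKM and for 1 added alternative. Gene lengths are those of whole gene regions, introns included. The regions of 2746 genes overlap that of another gene, and reads of these and of near-identical copies could have been split between genes.

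The plan written before the data were examined foresaw a test of read counts, and limma on log2(RPKM + 0.5) where only RPKM was given. As the table gives TPM, the second plan was followed with TPM in place of RPKM: limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend) on log2(TPM + 0.5) over the 20055 genes with a mean of at least 0.5 TPM over the 8 trees, with Benjamini-Hochberg adjustment over these genes. Fold changes are on this log2 scale. The paper's criteria were then applied: an unadjusted p-value of at most 0.05 and a mean of at least 5 reads in each group from its methods, and a fold change over 1.5 in either direction from its results. Exact permutation tests of single genes, Fisher's exact tests of chromosomes and summaries used Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. The background for the chromosome tests was the 19707 tested genes with a mean of at least 5 reads in each group. These tests were planned after the chromosomes of the Dataset S1 genes were seen. With 4 trees against 4, the smallest exact two-sided p-value is 0.0286.

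The comparison was tested on simulated data with 200 genes changed 4-fold. At a dispersion of 0.05 it recovered 200 of the 200 with 11 false calls among 20033 genes, and at a dispersion of 0.2 it recovered 136 (68%) with 12 false calls among 20017 genes. The changed genes were drawn from the better expressed genes, all genes had the same dispersion and the trees were independent. Smaller changes, single trees that stand apart and linked segments were not simulated, so these rates need not hold for the real trees.

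Categories and gene names were taken from Dataset S1. The paper selected these genes on the same trees, so counts within a category describe the trees and are not a test of the category. Genes named in the text were chosen by a rule fixed in advance: the genes the paper names and Dataset S1 identifies, the 2 largest and the smallest log2 fold changes of each category, every member that goes against the direction the paper states for its category, and the 3 largest and 3 smallest changes among genes with an adjusted p-value under 0.05 whose groups do not overlap.

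The alternatives fixed in advance were scaling by library size (RPKM) or by the upper quartile, a pseudocount of 0.1 or 1, no filter on low values, a minimum of 5 reads in each group before the test, leaving out each tree in turn, the tree number as a block, stricter criteria for calls, and, for the number of genes meeting the criteria, the ratio of group means. limma-voom on the recovered reads, the lane as a covariate and a comparison within lane 6 were added after the data were seen. DESeq2 was planned for read counts and was not run. Tests of gene sets defined by annotation were not run, because 0 of the genes could be matched to a description outside Dataset S1. MapMan was not run.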

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

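The tests of the single pillar tree, of the lane, of the R genes, of a batch between the growth habits and of alleles that differ from the reference genome, and those that treat JA and other stress genes apart, were chosen only after the results were seen.

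In 26 of 136 groups of 4 trees, 1 tree stood apart from the other 3 by Dixon's ratio of gap to range, where chance gives about 6.8. The values are not independent, since neighbouring genes and genes of 1 category move together. Standard tree 8 stood apart in 10 of them, 9 in genes on Pp02. Pillar tree 4 did so in 7, standard tree 7 in 3, pillar trees 7 and 10 in 2 each, standard trees 9 and 10 in 1 each, and pillar tree 8 in 0.

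Standard tree 8 lay near the pillar trees for genes of Pp02 that lie between 4106955 and 15740100. It had 25.75 TPM of Prupe.2G063500, where the other standard trees had 0.9127 to 1.717 TPM, and 18.66 TPM of Prupe.2G077800, where they had 0.04778 to 0.2499 TPM. It had 8.175 TPM of Prupe.2G093000 against 0.4398 to 0.6845 TPM, 5.869 TPM of Prupe.2G101400 against 0.2431 to 0.4895 TPM, and 4.965 TPM of Prupe.2G077700 against 0.4747 to 0.7072 TPM. It had 4.07 TPM of Prupe.2G076700 against at most 0.04113 TPM, and 1.331 TPM of Prupe.2G092500, which was listed at 0 in the other standard trees. In the other direction it had 0.05592 TPM of Prupe.2G059000 against 14.21 to 19 TPM and 0.05808 TPM of Prupe.2G038100 against 17.95 to 19.1 TPM. For these last 2 genes pillar tree 10 stood apart as well, with 4.831 and 7.849 TPM against at most 0.02127 and 0.03043 TPM in the other pillar trees. A segment carried by every tree of 1 growth habit and by no tree of the other is excluded for the R genes of this region, because pillar and standard trees were fully apart for 0 of the 26, although 17 of the 26 had an unadjusted p-value under 0.05 (chance gives non-overlap in 2.86% of genes). This rests on standard tree 8, since 25 of the 26 were apart without it, where chance gives 5.71%. A mislabelled standard tree 8 is not what the tables show either, since its TAC1 level of 17.19 TPM lay far above all pillar trees. A chromosome segment that standard tree 8 may share with pillar trees stays open, and so do reads shared between R gene copies.

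Pillar tree 4 had 54.27 TPM of the 2OG oxygenase gene Prupe.6G278400, where the other pillar trees had 2.777 to 3.342 TPM, and 19.14 TPM of Prupe.5G130700 (MYC2), where they had 0.715 to 1.212 TPM. Standard tree 10 also stood apart for MYC2, at 1.223 TPM against 0.4065 to 0.5117 TPM. The median log2 difference of the 4 strigolactone genes was 1.36 in pillar tree 4 and 0.351 to 0.521 in the other pillar trees. The rise of the JA genes rested on this tree: the median log2 fold change was 0.190 without it, and 3 of the 4 pillar trees lay within the range of the standard trees. Handling or injury of this tree at harvest may therefore account for its JA levels, and so could anything else particular to it. The lane of pillar trees 4 and 7 as the whole cause is excluded, since the JA median of pillar tree 7 was 0.277. Other stress genes behaved differently: 0 of the 4 pillar trees lay within the range of the standard trees, and the median was 0.689 without pillar tree 4, so their rise did not rest on pillar tree 4 alone. Handling of some trees cannot be told apart from growth habit for them, because the paper chose these genes for a difference between the groups, and a batch of harvest or sequencing that separates the growth habits stays open as well. A different time of day of harvest cannot be told apart from growth habit, because 0 of 11 clock genes were identified in Dataset S1. Clock genes outside Dataset S1 could not be named and were not examined. In standard tree 9 the median of these other stress genes was -0.13, against 0.062 to 0.073 in the other standard trees.

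Pillar tree 4 also stood apart in genes of other categories. It had 8.119 TPM of Prupe.1G291800, which was listed at 0 in the other pillar trees, and 1.807 TPM of Prupe.1G149500 against at most 0.02853 TPM. It had 1.745 TPM of Prupe.3G235300 against 3.828 to 4.418 TPM, and 0.3843 TPM of Prupe.1G562400 against 1.015 to 1.183 TPM. In all 4 genes its level lay at or near that of the standard trees. No technical or biological explanation was tested for these genes.

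The other single trees were not tested for a cause. Standard tree 7 had 78.3 TPM of WEEP, where the other standard trees had 70.75 to 70.89 TPM. This gap is large only against the close values of those 3 trees. Standard tree 7 had 0.07642 TPM of Prupe.2G157900, which is 1 read, where the others were listed at 0. Its median log2 difference for the gibberellic acid genes was -0.50, against 0.040 to 0.127 in the other standard trees. Pillar tree 7 had 3.167 TPM of Prupe.2G288700, against 15.57 to 19.81 TPM, and 0.2686 TPM of Prupe.2G215400, against 0.8351 to 0.9864 TPM. Standard tree 8 had 2.718 TPM of Prupe.4G238400, against 5.641 to 6.482 TPM.

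Besides TAC1, 20 genes on Pp02 and 3 genes on Pp03 had an adjusted p-value under 0.05. The paper does not discuss them as a group. Of the 35 splits of the 8 trees into 4 and 4, only the split by growth habit (1 of 35) gave as many genes with an adjusted p-value under 0.05. The margin was small, as the highest count over the other splits was 23. The lane as the cause is excluded, as 24 of the 24 genes, TAC1 included, changed the same way by over 1.5-fold within lane 6. A batch of harvest or sequencing that separates all standard from all pillar trees would not gather genes on 1 chromosome, so it is excluded as the cause for the 21 on Pp02 as a set (21 of 24, against 12.1% of tested genes on Pp02; two-sided Fisher's exact test, p = 7.65e-17, which neighbouring genes overstate). The 3 genes on Pp03, the only ones outside Pp02, start within 3.13 Mb. Counting the 2 that start 0.14 Mb apart as 1, a share of 0.036 of all pairs of tested genes outside Pp02 start as close together, which argues against such a batch for them too, on few genes. Reads of alleles that differ from the reference genome cannot be told apart from lower expression, because 9 of the 21 genes on Pp02 were higher in pillar, which would also be seen if both haplotypes differ from the reference in different genes.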

How the results depend on the processing

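All alternatives below were set in advance, except limma-voom on the recovered reads, the lane as a covariate and the comparison within lane 6, which were chosen after the data were seen.

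TAC1 stayed lower in pillar trees with an adjusted p-value under 0.05 in every alternative, with log2 fold changes between -4.49 (limma-voom) and -3.43 (library size only) and adjusted p-values up to 0.04. The excess of genes on Pp02 among those meeting the paper's criteria kept an adjusted p-value under 0.05 throughout, with a share between 17.8% (lane 6) and 38.6% (without standard tree 8). Among genes with an adjusted p-value under 0.05 the share was 87.5%.

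The number of genes with an adjusted p-value under 0.05 was 24, and 16 to 27 with another scaling, pseudocount or filter, of which 16 to 24 were the same genes. Across the 8 fits that each left out 1 tree it ranged from 17 (without standard tree 10) to 85 (without standard tree 8). Of the 85 genes 23 were among the 24, 69 lie on Pp02, and 46 of these start before 17.11 Mb, where no other alternative gave a gene. With the lane as a covariate there were 11 genes, 10 of them shared, and within lane 6 there were 21, 11 of them shared.

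The number of genes meeting the paper's criteria was less stable. It ranged from 350 to 732 with each tree left out, the highest without pillar tree 4, and the number lower in pillar from 143 to 535. With the lane as a covariate 1159 genes met the criteria, 957 of them lower in pillar, and within lane 6 there were 1196, 993 of them lower. Without pillar tree 4 and within lane 6 fewer trees were compared; the cause of the larger counts was not tested. Requiring an adjusted p-value under 0.05 left 17 genes, 9 higher and 8 lower, and requiring a fold change over 2 left 198, 103 higher and 95 lower, as stricter criteria must. The share of genes higher in pillar was 50.1%, against 58.6% with upper quartile scaling (263 higher, 186 lower) and 56.6% with library size only (214 higher, 164 lower). The median log2 fold change of all tested genes was -0.09. It was -0.05 with either of these scalings, -0.14 without pillar tree 4 and -0.13 within lane 6.

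The number of JA genes higher in pillar ranged from 11 (without pillar tree 4) to 17 with each tree left out. The auxin gene Prupe.1G494400 (ILL6) and the strigolactone gene Prupe.7G227500 changed direction. The log2 fold change of Prupe.1G494400 ranged from -0.081 (without pillar tree 4) to 0.71 with each tree left out, and was -0.23 with the lane as a covariate and within lane 6. That of Prupe.7G227500 ranged from -0.18 (without pillar tree 4) to 0.73, and was -0.46 with the lane as a covariate and within lane 6. Pillar tree 4 lies in lane 8 and is absent or adjusted for in each of these; beyond that the cause was not tested.

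Tree numbers 7, 8 and 10 occur in both groups, but they do not pair the trees: the correlations of their deviations from the group means were 0.287, 0.096 and -0.091. The tree number as a block leaves few trees to estimate the spread from. With it 6 genes had an adjusted p-value under 0.05, 4 of them among the 24, and 1098 genes met the criteria, 846 of them lower in pillar. Of the JA genes 11 were higher, and the log2 fold changes of Prupe.1G494400 and Prupe.7G227500 were -0.17 and -0.059. The cause was not tested.

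Of the 52 single genes named by rule, excluding TAC1, 517 values came from settings other than leaving out a tree. Of these 506 kept their direction and their side of the threshold, 4 lost an adjusted p-value under 0.05 (all with the tree number as a block), 1 gained it and 6 reversed, the 6 being those of the 2 genes above. With a tree left out, 401 of 416 values were unchanged in this sense, 13 gained an adjusted p-value under 0.05 and 2 reversed. The edgeR test and DESeq2, both planned for read counts given in the table, and the tests of annotation gene sets were not run.

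At this depth TAC1 rests on 19 to 36 reads in a pillar tree. For genes with at most 3 reads in every tree of a group only a bound can be given: Prupe.2G157900 was at least 30.4-fold higher in pillar, and Prupe.2G159100 and Prupe.2G204300, named here after their values were seen, at least 11.8-fold and 6.3-fold lower.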

Differences from the paper's values

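The paper reports 453 genes higher in pillar, and 224 were found here. None of the alternatives set before the data were examined closed the gap. With each tree left out the number ranged from 193 to 266, and with upper quartile scaling it was 263. The totals (641 in the paper, 447 here) and the numbers lower in pillar (188 in the paper, 223 here) differ by less than 1.5 times.

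The log2 fold change of TAC1 is -4.43 in the paper's Dataset S1 and -3.99 here. With a pseudocount of 0.1 (-4.42) and without standard tree 8 (-4.14) it came within the error of the paper's value, and with the other alternatives set for fold changes before the data were examined it did not. For Prupe.2G200100 the values are -5.37 in the paper and -3.96 here, and of these alternatives the pseudocount of 0.1 (-5.16) closed the gap. For Prupe.2G215400 they are -3.55 in the paper and -3.07 here. The gap closed with a pseudocount of 0.1 (-3.64), with the tree number as a block, and without pillar tree 4, 8 or 10 or standard tree 7. For Prupe.1G291100 they are -2.41 in the paper and -1.46 here, for Prupe.1G562400 1.57 and 0.73, and for Prupe.3G296900 5.45 and 4.18. In these 3 genes the pseudocount of 0.1 was the one of these alternatives that closed the gap, with -2.25, 1.15 and 5.12. limma-voom on the recovered reads, chosen after the values were seen, gave -4.49 for TAC1, -5.65 for Prupe.2G200100, -3.69 for Prupe.2G215400, -2.56 for Prupe.1G291100, 1.31 for Prupe.1G562400 and 5.48 for Prupe.3G296900. The log2 ratios of the group mean RPKM, with no pseudocount, were -4.50, -5.46, -3.66, -2.47, 1.53 and 5.43 for the same genes in this order. These ratios were set before the data were examined for the number of genes meeting the criteria, and were taken up for single genes after the values were seen. They closed the gap for all 6 genes, and so did limma-voom. For other named genes limma-voom opened a gap where the main comparison had none. These were Prupe.2G014100 (1.89 in the paper, 4.42 with limma-voom), Prupe.2G092500 (2.6, 5.19) and Prupe.1G149500 (-2.77, -5.16). Prupe.2G077800 (2.47, 6.02), Prupe.2G076700 (2.25, 5.60) and Prupe.1G291800 (-2.17, -6.22) were others. The pseudocount of 0.1 also opened a gap for Prupe.2G077800 (5.34) and Prupe.2G076700 (4.09).

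The paper states that all JA genes were upregulated in pillar trees. Here 1 of the 18 tested genes, Prupe.2G091700 (OPCL1), was lower, and Dataset S1 lists 1 JA gene as lower as well. The paper states that brassinosteroid genes were repressed. Of the 3 such genes 1, Prupe.7G124200, was higher in pillar, at a log2 fold change of 0.80.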

Other observations

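The tests of the numbers in each direction, of the genes outside Pp02, of the odds ratio over splits, of the parts of Pp02 and of alleles that differ from the reference genome were chosen only after the results were seen.

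Of the 35 splits of the 8 trees into 4 and 4, 11 gave as many genes meeting the paper's criteria as the split by growth habit, 14 gave as many on 1 side as were higher in pillar, and 14 as many as were lower. The other splits gave a median of 300 such genes, from 56 to 992. Outside Pp02, 18 of the 35 splits gave as many, so the count of genes outside Pp02 could arise from differences between single trees. The odds ratio of Pp02 was as large in 1 of 35 splits, the real one. Growth habit follows a locus on Pp02, so linkage alone can give this rank.

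The odds ratio of Pp02 was 4.48, and Pp02 was the only chromosome in excess. A segment around TAC1 carried by every pillar tree and by no standard tree is excluded as the source of the whole excess on Pp02. Of the 164 genes there that met the criteria, 85 start before 15 Mb, and pillar and standard trees were apart for 9 of these 85, where standard tree 8 was the standard tree nearest to the pillar mean for 81. This exclusion rests mainly on standard tree 8. A segment of the pillar trees that standard tree 8 shares in part therefore stays open for these 85 genes. The trees came from selfing 1 tree heterozygous at the pillar locus, so the growth habits differ by design in a segment around TAC1. The extent of that segment in each tree was not measured. Such a segment, carried by every pillar tree and by no standard tree, may account for the 21 genes with an adjusted p-value under 0.05. They went both ways between 17.11 and 25.09 Mb. Clusters of R genes and PR genes are excluded as the whole cause, as the odds ratio was 3.77 without them. Effects of TAC1 on genes beside it, and alleles that differ from the reference genome (9 of 21 genes higher in pillar), stay open. The genes of 1 segment count as about 1 observation, so their number does not add evidence for a pathway.

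A hypothesis for the R genes is that standard tree 8 carries the haplotype of the pillar trees on the first part of Pp02 and parts from them before 17.11 Mb, and that pillar tree 10 differs from the other pillar trees on parts of it. It was found and tested on the same trees. The groups overlapped for all 26 R genes of the first 10 Mb, so that 0 were apart (25 without standard tree 8, where chance gives 5.71%) and 17 had an unadjusted p-value under 0.05, and standard tree 8 was nearest to the pillar mean for each of them. If so, the R genes may follow a segment that does not go with growth habit in these trees. In the full set of splits, the one that sets pillar trees 4, 7 and 8 and standard tree 8 against the rest gave 23 genes with an adjusted p-value under 0.05, 21 of them on Pp02 between 0.458 and 9.82 Mb. Genotypes of the trees were not used here.

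Of the other splits with several such genes, some gathered them on 1 chromosome and some did not. The split of pillar trees 4, 7 and 10 and standard tree 7 gave 4 genes, all on Pp03 between 17.5 and 20.7 Mb, and that of pillar trees 4 and 8 and standard trees 7 and 9 gave 4 genes, all on Pp06 between 28.5 and 30 Mb. That of pillar trees 4 and 8 and standard trees 8 and 10 gave 19 genes on 3 chromosomes, 10 on Pp07, 8 on Pp08 and 1 on Pp06. The 8 trees correlated at r = 0.9329 to 0.9754 across genes over 28 pairs.

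The deposited comparison was set against Dataset S1. In the authors' deposited table 665 genes met the criteria with the recovered reads, 638 of them in Dataset S1 and 27 outside it, and 3 genes of Dataset S1 did not meet them. The smallest p-value in the authors' deposited table among the 27 was 1.11e-08. Of the 447 genes meeting the criteria here, 351 also met them in the authors' deposited table, where 53 of the 117 genes with an FDR p-value under 0.05 lie on Pp02.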
